# *LEADR*, a p63 target, dampens interferon signalling in bladder cancer

**DOI:** 10.1038/s41420-025-02546-1

**Published:** 2025-06-03

**Authors:** Damiano Barnaba, Mariacristina Franzese Canonico, Manuela Helmer-Citterich, Paolo Gandellini, Gerry Melino, Artem Smirnov, Eleonora Candi

**Keywords:** Long non-coding RNAs, Transcriptional regulatory elements

## Abstract

Bladder cancer affects over half a million people worldwide each year. Recent advances in early detection allowed a successful management of non-aggressive cancers, yet the recurrence rate remains high. Aggressive muscle-invasive bladder tumours are life-threatening and challenging to cure. Therefore, understanding of key molecular pathways involved in cancer progression is critical for developing of new personalised targeted therapies. Recently, non-coding RNAs (ncRNAs) have emerged as key regulators orchestrating complex biological processes in cancer, yet their function is not fully understood. Here, we compare non-muscle invasive and muscle invasive cell lines and identify a ncRNA gene *MIR205HG* and its transcript *LEADR* among the top ncRNAs downregulated in muscle invasive urothelial tumours. We show that *LEADR* expression is epigenetically regulated by master transcription factor p63. *LEADR* is localised in the nuclei of non-muscle invasive bladder cancer cells where it dampens hyperactivation of interferon stimulated genes possibly increasing sensitivity of bladder cancer cells to interferon signalling. These findings uncover an anti-tumoral role of non-coding RNA *LEADR* in mediating immune response in bladder cancer.

## Introduction

Based on the latest GLOBOCAN data [1], bladder cancer (BLCA) is the ninth most common cancer worldwide, it ranks thirteenth in mortality rate and affects men more than women. The majority of bladder cancers originate from the urothelium, giving rise to urothelial carcinomas that can be either non-muscle invasive (NMIBC) or muscle invasive (MIBC) tumours. In approximately 75% of the patients diagnosed with bladder cancer, the tumour is confined to the bladder mucosa or to the lamina propria, while the remaining 25% of the tumours are invasive into the muscularis propria [2]. If diagnosed at early stages, transurethral resection (TUR or TURBT, transurethral resection of bladder tumour) allows a correct tumour staging and determines eventual adjuvant therapies, such as mitomycin C, gemcitabine or the immune adjuvant Bacillus Calmette–Guerin (BCG) [3, 4]. MIBC treatment includes radiotherapy [5, 6], neoadjuvant or adjuvant chemotherapy to lower the risk of recurrence, yet radical cystectomy with pelvic lymph node dissection (PLND) remains a standard surgical approach. Despite the available treatment options, the recurrence rate of MIBC is substantial, highlighting the need for deeper understanding the molecular basis underlying MIBC to improve patients survival.

In recent years, non-coding RNAs (ncRNAs) have emerged as key regulators of numerous biological processes, including cell differentiation, proliferation, and metabolism [7–13]. Over 120.000 ncRNAs have been annotated but the complex network of ncRNAs is still under intensive investigation. ncRNAs can be localised both in cytoplasm and nucleus and can regulate a variety of cellular pathways including chromatin remodelling and gene expression [14].

Alterations in expression of various ncRNAs can lead to cell transformation and tumorigenesis as well to cancer progression [15–19]. Several ncRNAs involved in bladder cancer progression have been identified, for instance urothelial carcinoma associated 1 (UCA1) [20] and ZEB2-AS1 [21] which are up-regulated in bladder tumours. Non-coding RNAs (ncRNAs) have been suggested as promising diagnostic biomarkers for the early detection of urothelial carcinoma and as valuable tools for assessing bladder cancer stage and prognosis [22]. Yet, it is not clear which ncRNAs are involved in the progression from NMIBC to MBIC cancers.

Here, we identify *MIR205HG* and its transcript *LEADR* as one of the most enriched ncRNAs in non-muscle invasive bladder cancer. The *MIR205HG* transcript gives rise to a micro-RNA *miR-205* and a Long Epithelial Alu-interacting Differentiation-related RNA (*LEADR*) lncRNA. While the role of miR-205 is well established [23], the function of *LEADR* remains poorly understood. Our findings demonstrate that in non-muscle invasive bladder cancer, LEADR is epigenetically regulated by p63 and functions as a negative regulator of the interferon pathway.

## Results

### *LEADR* is highly expressed in non-invasive bladder cancer

To identify differentially expressed ncRNAs in low stage vs high stages bladder tumours, we chose two non-muscle invasive (RT4 and RT112) and two muscle-invasive (T24 and TCCSUP) bladder cancer cell lines. Non-muscle invasive cells in vitro resembled epithelial phenotype and expressed high levels of junctional e-cadherin while muscle-invasive cells had mesenchymal appearance and were negative for e-cadherin (Fig. 1A). We then interrogated total RNA seq of these cell lines from Cancer Cell Line Encyclopaedia. By applying DEseq2, we identified differentially expressed ncRNAs. Four ncRNAs, including *H19*, *UCA1*, *MIR205HG*, and *SNHG15* were strongly expressed in non-muscle invasive cells (Fig. 1B). Of note, *H19* [24], *UCA1* [25] and *SNHG15* [26] have been recently studied in bladder cancer. *MIR205HG* is a host gene for microRNA *miR-205*. Of note, *miR-205* has been demonstrated to inhibit EMT by repressing ZEB1 in bladder cancer [27]. Yet, the function of the host gene itself in bladder cancer remains unknown. Therefore, we decided to investigate the role of the *miR-205*-independent spliced transcript of *MIR205HG* hereinafter referred to as *LEADR*. By interrogating TCGA bladder cancer cohort, we observed that *MIR205HG* expression was decreased in high grade and high stage tumours, as well as in patients with lymphovascular invasion (Fig. 1C). We then divided TCGA BLCA patients based on *MIR205HG* expression and performed differential expression analysis. *MIR205HG*^high^ tumours were enriched for genes related to epithelial pathways including keratinization, ECM interactions and collagen formation. On the contrary, genes from *MIR205HG*^low^ tumours were associated with replication, unfolded protein response and nuclear receptor transcription (Fig. 1D and Supplementary Fig. S1A). Altogether, *MIR205HG/LEADR* gene is one of the top ncRNAs downregulated during bladder cancer progression.

**Fig. 1:**
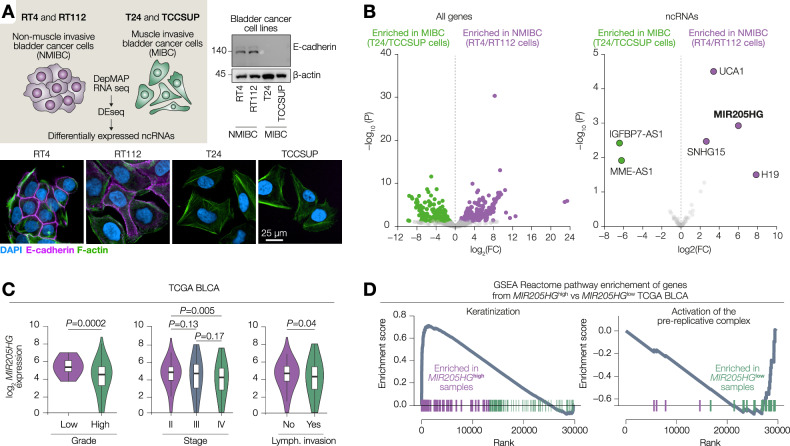
*LEADR* is highly expressed in non-invasive bladder cancer. **A** (Top) Schematic showing the in vitro model to identify differentially expressed non-coding RNAs in non-muscle invasive vs muscle invasive bladder cancer. (Right) Western blot of e-cadherin expression in the panel of BLCA cell lines. β-actin as loading control. (Bottom) Immunofluorescence analysis by confocal microscopy of e-cadherin and F-actin expression in the same cell lines. **B** Volcano plots showing differential expression of either all genes or ncRNAs only in NMIBC vs MIBC cell lines. Genes with abs(log_2_FC)>1 and *P* < 0.05 were considered significantly modulated. **C** *MIR205HG* log_2_ RNA expression in TCGA BLCA samples based on the grade, stage or lymphovascular invasion positivity. *P* by Kolmogorov-Smirnov (“grade” and “invasion”) or one-way ANOVA (“stage”) tests. **D** GSEA Reactome pathway enrichment of genes differentially expressed in *MIR205HG*-high vs *MIR205HG*-low TCGA BLCA tumours. The top up- and down-regulated pathways are shown.

### p63 regulates *LEADR* expression in bladder cancer

To understand the transcriptional regulation of *LEADR*, we ranked all known human transcription factors based on their co-expression with *MIR205HG* in TCGA bladder cancer cohort and identified p63 as the top hit (Fig. 2A). Moreover, *MIR205HG* resulted to be the most co-expressed and the strongest potential ncRNA target of p63 based on the target score of TargetGeneReg algorithm [28] (Supplementary Fig. S2A). Indeed, *MIR205HG* expression was strongly correlated with *TP63* both in bladder cancer and across all TCGA cancer types (Fig. 2B and Supplementary Fig. S2B). These observations are in line with previous reports of p63 regulating miR-205 and *LEADR* in prostate cancer [29]. We then confirmed that p63 and *LEADR* transcript were co-expressed in our panel of bladder cancer cell lines by using *LEADR*-specific primers. Predominantly N-truncated 75 kDa ΔNp63 isoform was detected exclusively in the nuclei of non-muscle invasive RT4 and RT112 bladder cancer cell lines (Fig. 2C). Accordingly, high levels of *LEADR* were detected in RT4 and RT112, but not T24 or TCCSUP cell lines (Fig. 2D). Of note, *LEADR* was localised within nuclei of tumour cells as assessed by fluorescence in situ hybridization (FISH) using *MIR205HG* or control *ACTB* (β-actin) probes, whereas the nuclei of T24 and TCCSUP cells were negative for *MIR205HG* (Fig. 2E). To understand whether p63 regulated *LEADR* expression, we used a set of siRNAs either against all transcripts of *TP63* gene or specifically ΔΝp63 isoforms (Fig. 2F). All the siRNA led to a dramatic decrease of *LEADR* expression in RT4 cells. We further confirmed these data also in RT112 and SW780 non-muscle invasive cells using a pan-p63 siRNA (Supplementary Fig. S2C). Collectively, we show that p63 controls *LEADR* expression in non-muscle invasive bladder cancer.

**Fig. 2:**
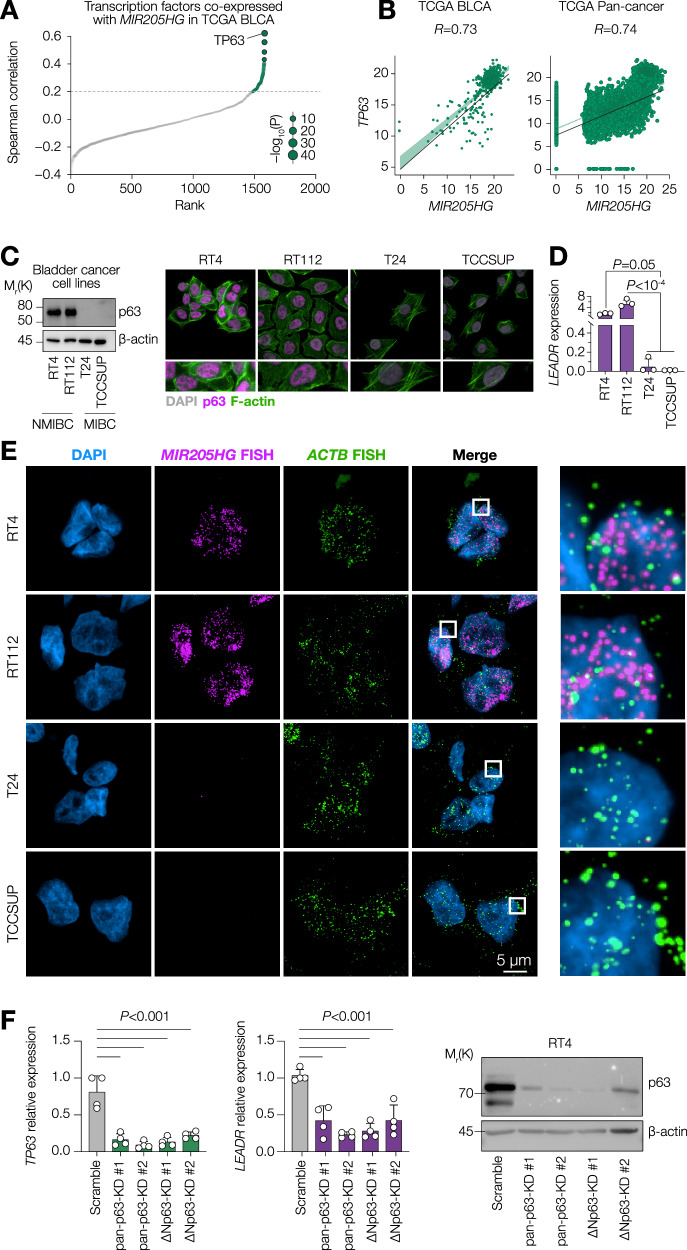
p63 regulates *LEADR* expression in bladder cancer. **A** Dot plot showing Spearman correlation between *MIR205HG* RNA expression and expression of known human transcription factors in TCGA BLCA samples. **B** Dot plot showing expression of *MIR205HG* and *TP63* in either TCGA BLCA of TCGA Pan-cancer samples. **C** (Left) Western blot of p63 levels in the panel of BLCA cell lines. β-actin as loading control. (Right) Immunofluorescence analysis by confocal microscopy of p63 and F-actin expression in the same cell lines. **D** RT-qPCR analysis of *LEADR* expression in the same cell lines. *n* = 3 (biological replicates). *P* by one-way ANOVA. **E** RNA FISH analysis by confocal microscopy of *LEADR* in the cell lines from (**D**). ACTB as a positive control. **F** RT-qPCR analysis of p63 and *LEADR* expression in RT4 cell knocked-down for p63 using distinct siRNAs. *n* = 4 (biological replicates). *P* by one-way ANOVA. Western blot on the right confirms an efficient knock-down of p63. β-actin as loading control.

### *LEADR* is epigenetically repressed in advanced bladder cancer

p63 is a well-established pioneer factor which recognises specific binding motifs and recruits epigenetic modellers to relax chromatin [30]. Since p63 was undetectable in muscle-invasive cell lines, we questioned whether epigenetic state of the *MIR205HG* locus was altered by the transition from the low stage to high stage tumour. We interrogated two publicly available H3K27ac ChIP seq experiments carried out in RT4 and T24 cell lines (Fig. 3A). Several H3K27ac-rich regions were also bound by p63 in various ChIP seq experiments from non-urothelial cells (Supplementary Fig. S3A). The *MIR205HG* locus had three regions enriched for H3K27ac mark and potentially bound by p63, highlighted as enhancer 1 (intronic +2.3 kb region), enhancer 2 (intergenic -13 kb region), and enhancer 3 (intergenic −17 kb region). Of note, p63 binding to the enhancer region 1 was previously described [27]. RT4 showed high levels of histone acetylation within all the three enhancer sites. It was reduced at enhancer 1 and partially enhancer 2 regions whereas enhancer 3 retained acetylation in T24 cells. Both enhancer 2 and enhancer 3 had canonical p63 binding motifs. We performed ChIP using anti-pan-p63, anti-H3K27ac or isotype control IgG and confirmed that p63 physically bound the three regions in RT4 cells (Fig. 3B). The loss of p63 by RNA interference led to a reduction of histone acetylation at enhancers 2 and 3 (Fig. 3C). Since the epigenetic state can affect recruitment of RNA Pol 2, we checked Pol2 occupancy at the enhancer sites and observed a dramatic decrease at all the three regions (Fig. 3C). Altogether, we demonstrate that p63 controls the epigenetic state of the *MIR205HG* locus.

**Fig. 3:**
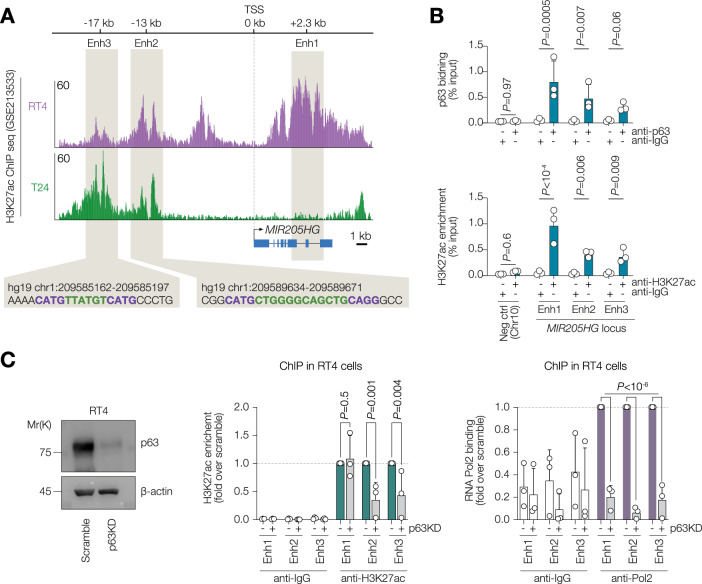
*LEADR* is epigenetically repressed in advanced bladder cancer. **A** UCSC genome browser screenshot of H3K27ac ChIP seq signal tracks in RT4 and T24 from the GSE213533 study. The *MIR205HG* locus is shown. The three regions with putative p63 binding sites and enhancer activity are highlighted. The predicted p63 binding motifs are shown below. **B** ChIP-qPCR analysis of p63 binding and H3K27ac enrichment at the enhancers from (**A**) in RT4 cells. A gene desert region was used as negative control for p63 and H3K27ac occupancy. Isotype control IgG were used as negative control for the ChIP. *n* = 3 (biological replicates). *P* by two-way ANOVA. **C** ChIP-qPCR analysis of p63 binding and H3K27ac enrichment at the enhancers from (**A**) in RT4 cells transfected with either scramble or pan-p63 siRNAs. Isotype control IgG were used as negative control for the ChIP. Values shown are fold enrichment over scramble for each region analysed. *n* = 3 (biological replicates). *P* by two-way ANOVA.

### *LEADR* represses a subset of interferon stimulated genes

To understand the role of *LEADR* in non-muscle invasive cancer, we performed knock-down of *LEADR* spliced transcript using a specific siRNA which does not affect *MIR205*-generating unspliced RNA as described before [29] and carried out poly(A) RNA seq. 

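RT4, an established cell line from a papillary, non-muscle invasive bladder tumour, was transfected with a scramble siRNA or with the *LEADR* siRNA, each at 100 pmol for 48 h, and poly(A) RNA of 3 samples per siRNA was sequenced. The samples are named here Scramble 1, 2 and 3 and LEADR-KD 1, 2 and 3. The siRNA listed in Table S1, written as DNA, is AACTGGGTGCTTTATATAGGA. In the GENCODE annotation of GRCh37, the build also known as hg19, its first 20 bases match the end of exon 2 of the *MIR205HG* isoform MIR205HG-201, on chromosome 1 from 209602734 to 209602753, and its last base is the first base of exon 3, at position 209603770. Read straight through on the genome, positions 209602734 to 209602754 differ from the siRNA by A21G, with positions counted from 1 at the 5′ end of the siRNA, and the full sequence is contiguous here only once the exons are joined. It was present in 13 of the 17 annotated isoforms of *MIR205HG*, a long non-coding RNA gene, and absent from MIR205HG-205, whose first exon runs on through the intron after the target. Unspliced RNA, MIR205HG-205 and MIR205HG-212 still hold its first 20 bases. The sequence alone therefore does not show whether the siRNA spares them. The submitters' processing notes name HISAT2 and featureCounts, an aligner and a counter of reads per gene, whereas the methods of the paper name Salmon. The deposited counts summed to 17842088, 18960822 and 15706033 in the Scramble samples and to 17369580, 17841279 and 17375784 in the LEADR-KD samples. The paper states a coverage of 100 M reads, and the values below use the deposited counts. Mitochondrial genes took 11.9%, 4.57% and 3.06% of the counts in Scramble 1, 2 and 3 and 10.8%, 5.73% and 4.79% in LEADR-KD 1, 2 and 3. Of the 57905 genes in the table, 14178 had enough counts to be tested. Counts were scaled by the trimmed mean of M values (TMM) and LEADR-KD was compared with Scramble by edgeR's quasi-likelihood test, with p values adjusted by the Benjamini-Hochberg method. A log2 fold change is positive where a gene was higher in LEADR-KD. The methods speak of biological replicates, and the sources used here do not say whether the 3 samples per siRNA came from separate cultures, so the p values measure the spread between these samples, which may be partly technical.

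**Figure D1:**
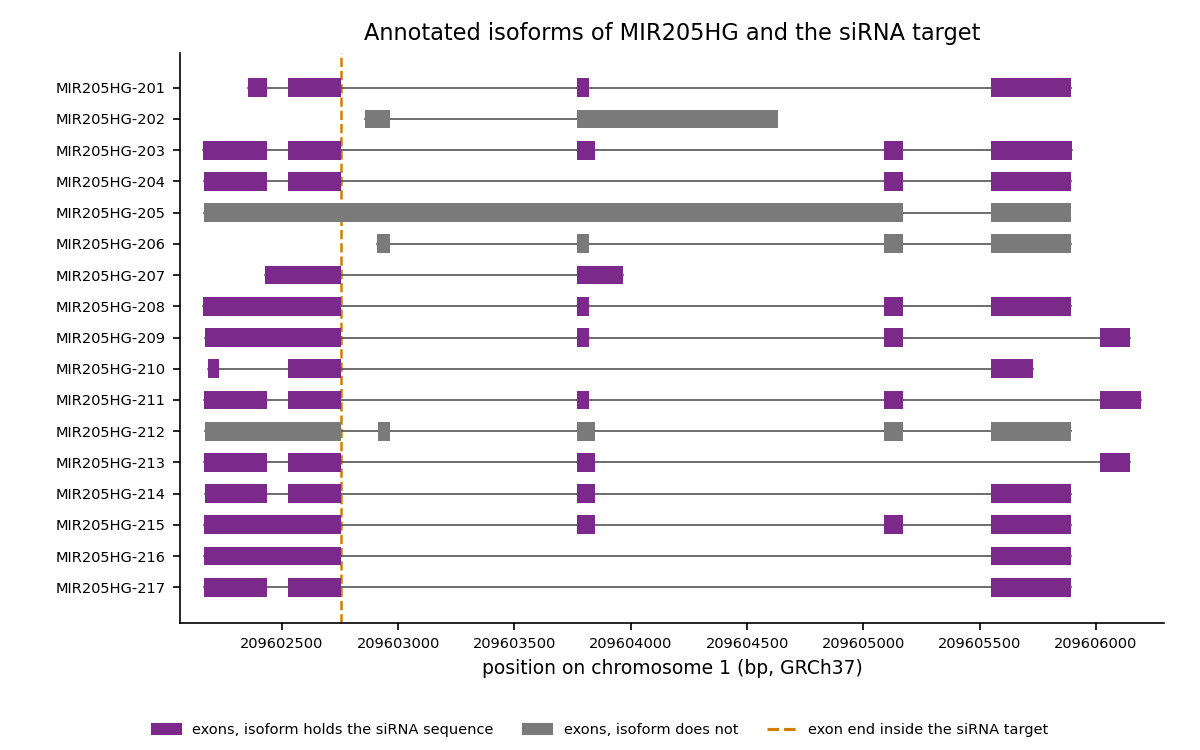
Exons of the 17 annotated *MIR205HG* isoforms, drawn as boxes to scale on chromosome 1 (bp, GRCh37), in purple for the 13 isoforms that hold the siRNA sequence and in grey for the others. The dashed line marks position 209602753, the exon end inside the siRNA target; MIR205HG-205 has exon sequence on both sides of it.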

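*MIR205HG*, the gene that gives rise to *LEADR*, fell in *LEADR*-depleted RT4 cells to 0.36 of its level in scramble cells. Its level, in TMM-scaled CPM (counts relative to the library's total), was 22.7 ± 6.64 (SD, n = 3) in Scramble and 8.13 ± 3.08 (SD, n = 3) in LEADR-KD, a log2 fold change of -1.47 (standard error 0.26, adjusted p = 0.00180 from edgeR's quasi-likelihood test). The raw counts were 511, 337 and 346 against 113, 211 and 101, and the gene lies on chromosome 1 of GRCh37 from 209602165 to 209606183. The best supported changes were in other genes. *KCTD20* fell from 165 ± 14.8 to 25.1 ± 1.72 CPM (log2 fold change -2.71, adjusted p = 6.93e-08 from edgeR), and *NOTCH2*, which encodes a Notch receptor, from 259 ± 14.3 to 51.5 ± 3.43 CPM. *OSTM1*, whose product is a subunit of a lysosomal chloride transporter, rose from 14.8 ± 1.06 to 81.9 ± 3.17 CPM (adjusted p = 1.03e-07 from edgeR).

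The other falls with the smallest p values were those of *EI24*, *INPP5D*, which encodes an inositol phosphatase, and *FKBP8*, with log2 fold changes of -2.11, -2.44 and -1.76. Further large falls among genes with a mean of at least 1 CPM were those of the hedgehog ligand *IHH* (-4.26), the cytochrome P450 *CYP1B1* (-3.41), the glutathione transferase *GSTA1* (-3.18), the homeobox gene *HOXB13* (-2.60), the chemokine *CXCL6* (-2.52), *POU2AF1* (-2.49), the retinoic acid receptor gene *RARB* (-2.36) and, among the genes the paper labels, *TSPAN7* (-2.32). The interleukin 7 receptor gene *IL7R* rose from 0.842 ± 0.169 to 9.98 ± 1.85 CPM (log2 fold change 3.55), and *RSAD2*, which encodes the antiviral enzyme viperin, by 2.91, *ENPP5* by 2.74, the chemokine *CXCL10* by 2.48, the integrin *ITGB8* by 2.33, the epidermal growth factor receptor ligand *EREG* by 2.31 and the thyroid hormone deiodinase *DIO2* by 2.23. *CCDC85A*, at 0.290 and 1.71 CPM in the groups, rose by 2.56, and did not pass without Scramble 2 (adjusted p = 0.0802) or LEADR-KD 2 (0.0779). *LRRC58*, the lysine methyltransferase gene *SETD7*, *OASL*, *PDHX*, the decapping enzyme gene *DCP2* and the focal adhesion kinase gene *PTK2* rose by 2.07, 1.95, 1.92, 1.55, 1.44 and 1.30, and *EFHD2* from 55.9 ± 2.99 to 158 ± 2.99 CPM. The 3′ untranslated regions (UTRs) of *KCTD20*, *NOTCH2*, *HOXB13* and *CXCL6* hold ACCCAGTA, the match to bases 2 to 8 of the siRNA sequence listed in Table S1, read as a strand, followed by A. Those of *FKBP8*, *RARB* and *TSPAN7* hold the 7-base match ACCCAGT, that of *CYP1B1* holds CCCAGTA, those of *EI24* and *INPP5D* hold only CCCAGT, the match to bases 2 to 7, and those of *IHH*, *GSTA1* and *POU2AF1* hold none of these. Among the genes that rose, *EREG* and *DIO2* hold ACCCAGT, and *RSAD2*, *CCDC85A*, *LRRC58*, *SETD7*, *DCP2* and *EFHD2* only CCCAGT. Those of *EI24*, *EREG* and *LRRC58* hold ATATAGG, the match to the complementary strand.

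At an adjusted p under 0.05 and a log2 fold change beyond 1, the thresholds in the legend of Fig. 4A with the adjusted p, 232 of the 14178 genes were higher and 366 were lower in *LEADR*-depleted cells (edgeR), and DESeq2 called 235 and 317. In the authors' deposited table 235 genes are higher and 312 lower, and 216 and 308 of them were also called by edgeR. A test of whether the change exceeds a fold of 2 called 31 higher and 42 lower genes. The fall of *MIR205HG* had an adjusted p of 0.0507 when limma was run on log2(FPKM + 1) without a filter on low genes, and ranged from -1.82 to -1.22 when each library in turn was left out.

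**Figure D2:**
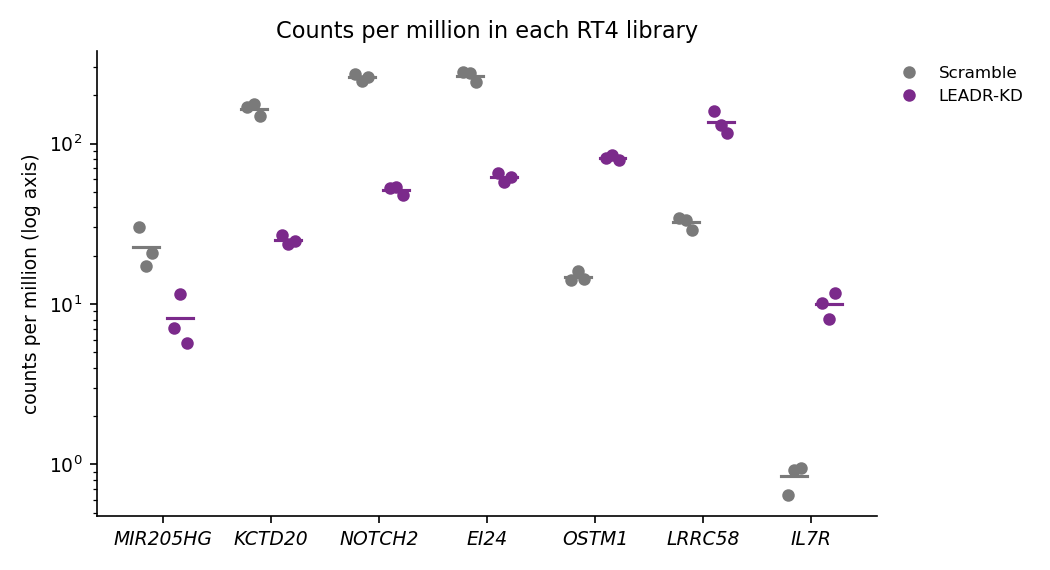
CPM of 7 genes in each library, on a log axis, with Scramble in grey, LEADR-KD in purple and a bar at each group's mean (n = 3). For each of the 7 genes the 3 Scramble and the 3 LEADR-KD libraries do not overlap.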

We identified 312 *LEADR*-activated and 235 *LEADR*-repressed genes (Fig. 4A and Supplementary Fig. S4A, B). Reactome gene set enrichment analysis (GSEA) revealed that *LEADR*-activated genes belonged to several metabolic pathways however with low level of confidence. 

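Genes of phase I metabolism, the enzymes that oxidise drugs, steroids and other compounds, were lower in *LEADR*-depleted cells. Of 34 such genes tested, 12 fell, 0 rose and 22 did not pass (edgeR; 15 lower and 1 higher when adjusted over the list alone). Besides *CYP1B1*, the 12 included the retinal dehydrogenase gene *ALDH1A1*, which fell from 71.9 ± 16.5 to 16.2 ± 4.38 CPM (SD, n = 3; log2 fold change -2.14, adjusted p = 2.19e-05 from edgeR), and *CYP4V2*, a fatty acid hydroxylase gene, at -1.44. Without the genes that hold a site for the siRNA, to which *CYP1B1*, *ALDH1A1* and *CYP4V2* belong, 7 of 28 were lower. *CYP1A1*, which also counts in the arachidonic acid list below, fell (log2 fold change -1.85, adjusted p = 0.0404 from edgeR), but did not pass when 1 of any 5 of the 6 libraries was left out (adjusted p = 0.05998 to 0.146), LEADR-KD 1 being the exception. The list as a whole ranked low among all genes (camera, adjusted p = 6.31e-05). With an estimated correlation between its genes in place of the preset 0.01, it did not pass (adjusted p = 0.117 with an estimated correlation), although the estimate, 0.0132, was close to the preset value. With an estimate the test also has fewer degrees of freedom.

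Of 31 genes of phase II conjugation, which couple glutathione, glucuronide or sulfate to such compounds, 11 were lower and 2 higher (12 and 3 when adjusted over the list alone, and 7 to 13 and 0 to 3 over the alternatives; camera, adjusted p = 0.0457, and 0.539 with an estimated correlation). The glutathione transferase genes *GSTA2* and *GSTA4* changed by -2.81 and -1.09 and the sulfotransferase gene *SULT2B1* by -1.49, while the glucuronosyltransferase gene *UGT1A6* and the sulfotransferase gene *SULT2A1* rose by 0.58 and 0.68. *SULT2A1* did not pass without Scramble 1 (adjusted p = 0.0558) or LEADR-KD 2 (0.0788). *GSTA1* and *GSTA2* are near-identical copies that may share reads. This list lost its call without Scramble 2 (adjusted p = 0.102), without LEADR-KD 2 (0.0743), with a stricter filter on low counts (0.167) and without the genes that hold a site for the siRNA (0.0895). Among 23 genes of arachidonic acid metabolism, 9 fell and 2 rose (the same counts when adjusted over the list alone, and 6 to 9 lower and 0 to 3 higher over the alternatives; camera, adjusted p = 0.0200, and 0.206 with an estimated correlation or 0.169 with the stricter filter). Its members *EPHX2*, an epoxide hydrolase gene, and *CYP4F3*, a leukotriene hydroxylase gene, were at -1.53 and -1.43. The 2 that rose were *PTGS2*, which encodes a cyclooxygenase, at 0.52, and *FAM213B*, at 0.45. Neither passed without Scramble 1, Scramble 2, LEADR-KD 2 or LEADR-KD 3 (adjusted p = 0.0953 to 0.137 for *PTGS2* and 0.0558 to 0.0771 for *FAM213B*).

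Of 28 genes of cholesterol synthesis and uptake, 7 fell, among them *MSMO1* (-0.98), *MVD* (-0.72), *TM7SF2* (-0.55) and *SC5D* (-0.47), and 2 rose, among them *GGPS1* (0.58). Over the list alone 7 were lower and 3 higher, over the alternatives 4 to 9 and 1 to 3, and without the genes that hold a site 4 of 23 were lower. The list did not pass (camera, adjusted p = 0.146, and 0.763 with an estimated correlation), but did without Scramble 1 (0.0255) and without both libraries numbered 1 (0.0315). In the hedgehog pathway 2 of 20 genes fell, *IHH* and the ligand gene *SHH* (-1.21), and 2 rose, *DISP2* (1.02) and the kinase gene *CSNK1A1* (0.33, adjusted p = 0.0510 without Scramble 3), with the same counts over the list alone and 1 to 5 lower and 1 to 3 higher over the alternatives (camera, adjusted p = 0.340). The 3′ UTR of *CYP4V2* holds the 8-base match to the siRNA strand of Table S1, and those of *SC5D*, *ALDH1A1*, *MSMO1*, *CYP1A1* and *FAM213B* a 7-base match.

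**Figure D3:**
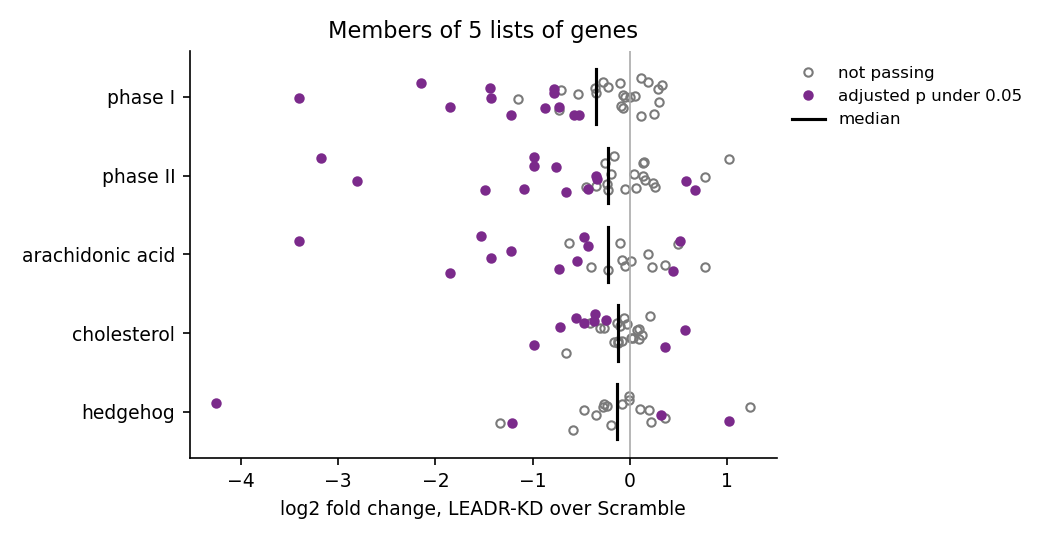
Log2 fold change of each tested member of the phase I (34 genes), phase II (31), arachidonic acid (23), cholesterol (28) and hedgehog (20) lists, with filled points for an adjusted p under 0.05 and a black bar at each list's median. All 12 filled points of the phase I list lie left of 0.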

On contrary, *LEADR*-repressed genes were strongly associated with interferon signalling and homology directed repair and replication stress (Fig. 4B). 

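Interferon-stimulated genes rose in *LEADR*-depleted cells. Of 68 tested, 30 were higher, 2 were lower and 36 did not pass (edgeR; 36 higher and 2 lower when adjusted over the list alone). The number higher was 47 without Scramble 3, 48 with no filter on low genes, 49 with the replicate number as a block and 15 by limma on log2(FPKM + 1) without a filter. *RSAD2* rose from 4.23 ± 2.65 to 31.6 ± 6.76 CPM (SD, n = 3; adjusted p = 8.23e-05 from edgeR), *CXCL10* from 1.34 ± 0.747 to 7.37 ± 1.16 CPM and *SAMD9L*, an antiviral factor gene, from 4.89 ± 2.99 to 19.1 ± 3.92 CPM. The 2 that fell were the guanylate-binding protein gene *GBP4* (log2 fold change -1.07) and the oligoadenylate synthetase gene *OAS2* (-1.04), and the 3′ UTRs of both hold the 8-base match to the siRNA strand of Table S1. The list ranked high among all genes (camera, adjusted p = 4.43e-12; adjusted p = 0.633 with an estimated correlation). Its mean log2 CPM was 4.48, 3.96 and 5.08 in Scramble 1, 2 and 3 and 5.06, 5.31 and 5.64 in LEADR-KD 1, 2 and 3, so that Scramble 3 lay just above LEADR-KD 1.

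In homology directed repair 15 of 42 genes rose and 1 fell (15 and 2 when adjusted over the list alone, and 11 to 18 and 0 to 3 over the alternatives; camera, adjusted p = 3.85e-04, and 0.117 with an estimated correlation). *NBN*, which encodes a subunit of the complex that binds DNA double-strand breaks, rose from 55.3 ± 4.37 to 146 ± 9.16 CPM (log2 fold change 1.40, adjusted p = 2.23e-06 from edgeR). The increases of *RAD54L* and of the nuclease gene *EXO1* were smaller, at 0.74 and 0.71. The gene that fell, *RAD51C* (-0.35, adjusted p = 0.0429 from edgeR), did not pass when 1 of any 5 of the 6 libraries was left out (adjusted p = 0.0699 to 0.158), LEADR-KD 3 being the exception, nor by DESeq2.

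Of 47 genes of the pre-replicative complex and DNA strand elongation, 31 rose and 0 fell (34 and 0 when adjusted over the list alone, and 19 higher when counts were scaled by library totals only; camera, adjusted p = 1.14e-10, and 0.117 with an estimated correlation). *CDC6*, which loads the replicative helicase, went from 88.6 ± 1.22 to 177 ± 8.09 CPM, and the log2 fold changes of the helicase gene *MCM8*, the clamp loader gene *RFC4* and the licensing factor gene *CDT1* were 0.99, 0.86 and 0.83, although the 3′ UTR of *MCM8* also holds the 8-base match. The paper reports from its enrichment analysis that genes repressed by *LEADR* are associated with interferon signalling, homology directed repair and replication stress.

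**Figure D4:**
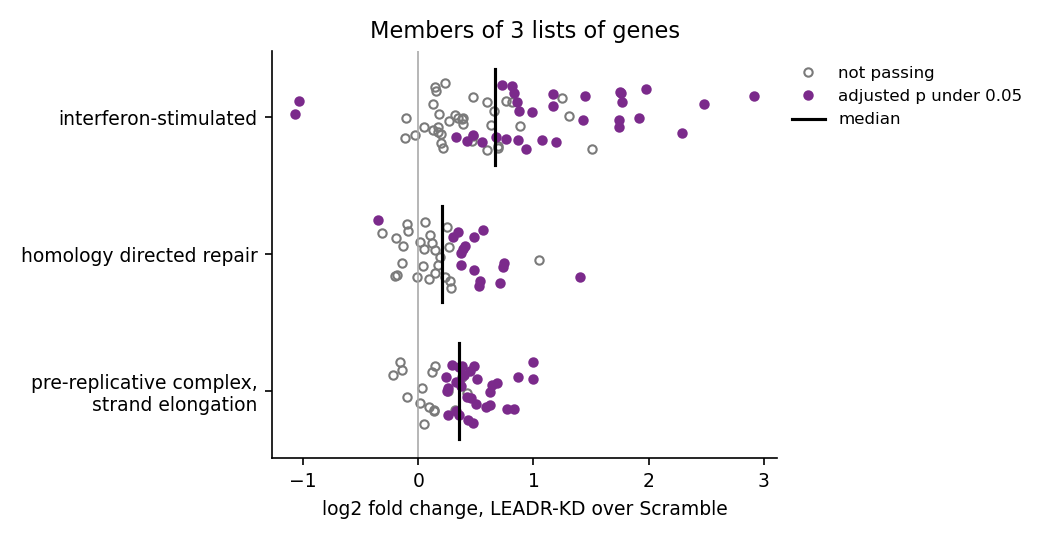
Log2 fold change of each tested member of the interferon-stimulated (68 genes), homology directed repair (42) and pre-replicative complex (47) lists, with filled points for an adjusted p under 0.05 and a black bar at each list's median. The median is 0.67, 0.21 and 0.36, and the interferon-stimulated genes spread furthest.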

We first checked whether the loss of *LEADR* altered cell proliferation by performing growth curve analysis and EdU incorporation assay, yet we did not observe any significant changes (Supplementary Fig. S4C). We then questioned whether interferon pathway was affected by *LEADR* knock-down. 

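Genes of the IFIT family, whose interferon-induced products bind viral RNA, rose in *LEADR*-depleted RT4 cells. *IFIT1* went from 12.2 ± 10.3 to 59.3 ± 19.7 CPM (SD, n = 3; log2 fold change 2.29, adjusted p = 0.00442 from edgeR), *IFIT2* from 6.96 ± 2.77 to 23.2 ± 3.76 CPM, *IFIT3* from 23.7 ± 8.36 to 80.2 ± 18.7 CPM and *IFIT5* from 11.1 ± 3.03 to 24.9 ± 4.04 CPM. *OASL*, a further interferon-stimulated gene labelled in Fig. 4A, went from 11.7 ± 1.49 to 44.0 ± 0.641 CPM.

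Of 13 tested STAT and IRF transcription factor genes, 2 rose, 1 fell and 10 did not pass (edgeR, with the same counts when adjusted over the list alone, and 1 to 4 higher and 0 to 1 lower over the alternatives). *STAT5B* rose from 45.4 ± 2.37 to 90.1 ± 7.31 CPM (log2 fold change 0.99, adjusted p = 2.54e-05 from edgeR).

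*IRF7*, the interferon regulatory factor that amplifies interferon production, had 34, 31 and 59 counts in the Scramble libraries and 44, 103 and 81 in the LEADR-KD libraries, a log2 fold change of 0.88 (standard error 0.35, adjusted p = 0.0902 from edgeR). It passed without Scramble 3 (adjusted p = 0.0279), without LEADR-KD 1 (0.0320), without a filter on low genes (0.0119) and with the replicate number as a block (0.0339). *IRF9*, the DNA-binding subunit of the complex through which type I interferons act, had 54, 16 and 82 counts against 58, 74 and 80, a log2 fold change of 0.48 (standard error 0.45, adjusted p = 0.491 from edgeR). The 3′ UTR of *IRF7* holds a 7-base match to the siRNA strand of Table S1. The list as a whole did not pass (camera, adjusted p = 0.146, and 0.714 with an estimated correlation), but did without Scramble 3 (0.0279) or LEADR-KD 1 (0.0374).

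**Figure D5:**
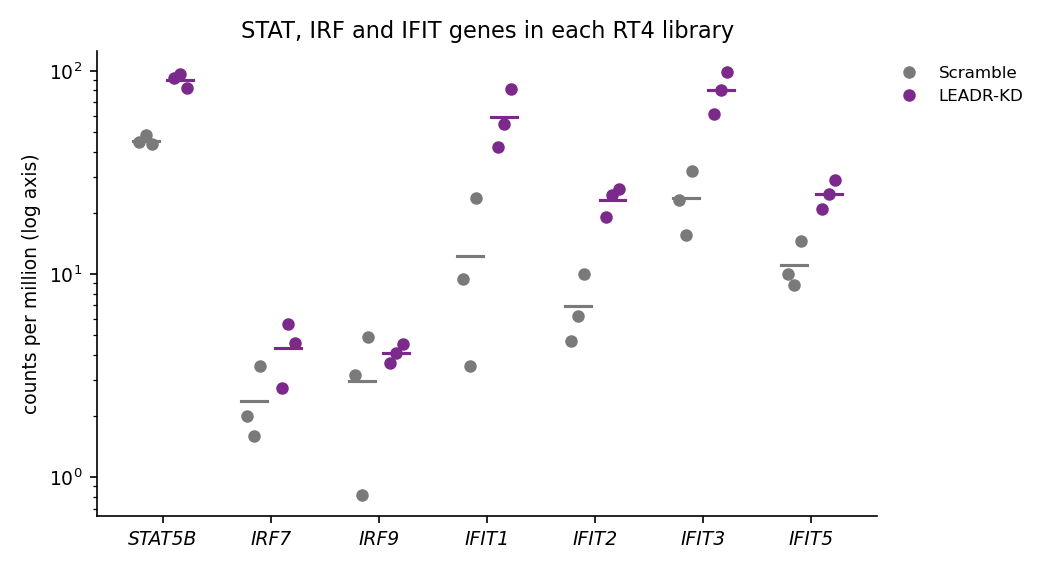
CPM of 7 STAT, IRF and IFIT genes in each library, on a log axis, with Scramble in grey, LEADR-KD in purple and a bar at each group's mean (n = 3). The libraries of the 2 groups do not overlap for the 4 IFIT genes and overlap for *IRF7* and *IRF9*, whose mean levels are under 5 CPM.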

Among interferon-related genes (Fig. 4C), we saw key transcription factors from STAT and IRF families and downstream targets, for instance, IFITs (Fig. 4D). We assessed protein expression of several hits and observed a significant increase in IRF7 and IRF9 protein levels in *LEADR*-depleted cells (Fig. 4E). Of note, IRF7 and IRF9 levels were dramatically increased in the two MIBC cell lines T24 and TCCSUP compared to non-invasive ones RT4 and RT112 (Fig. 4F). Since interferon pathway is a key signalling involved in immune response of tumours, we checked whether *MIR205HG* expression was correlated with any specific intratumoral cell types in bladder cancer by using distinct deconvolution methods. Tumours with high levels of *MIR205HG* were enriched for CD4 T cells and NK cells, on contrary *MIR205HG*^low^ tumours had a higher proportion of M2 macrophages (Fig. 4G). In summary, *LEADR* represses interferon-related genes and is associated with high CD4 T cells infiltration.

**Fig. 4:**
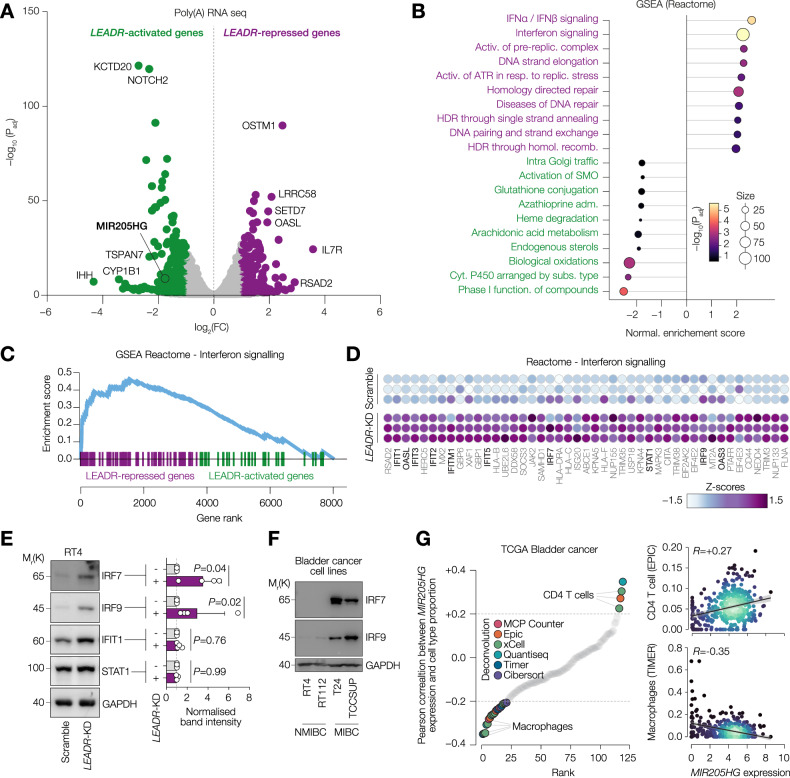
*LEADR* represses a subset of interferon stimulated genes. **A** Volcano plots showing mRNA differential expression in RT4 cells transfected with either scramble or *LEADR* siRNAs. Genes with abs(log_2_FC)>1 and *P* < 0.05 were considered significantly modulated. **B** GSEA Reactome pathway enrichment of modulated genes from (**A**). **C** GSEA Enrichment plot for the “Interferon signalling” pathway from (**B**). **D** Heatmap showing expression Z-scores of genes from the “Interferon signalling” pathway. **E** (Left) Western blot analysis of IRF7, IRF9, IFIT1, and STAT1 levels in RT4 cells transfected with either scramble or *LEADR* siRNAs. (Right) Band intensity analysis of the same samples. Values shown are fold enrichment over scramble normalised over GAPDH intensity for each protein. *n* = 4 (biological replicates). *P* by two-way ANOVA. GAPDH as loading control. **F** Western blot analysis of IRF7 and IRF9 levels in the panel of BLCA cell lines. GAPDH as loading control. **G** (Left) Dot plot showing Pearson correlation between *MIR205HG* expression and predicted proportion of infiltrating cells in TCGA BLCA samples based on publicly available deconvolution algorithms. (Right) Dot plots showing expression of *MIR205HG* and predicted proportion of either CD4 T cells or macrophages in TCGA BLCA.

## Discussion

Here we identify a non-coding gene *MIR205HG* among the most enriched ncRNAs in non-muscle invasive bladder cancer. The primary transcript of *miR-205* host gene *MIR205HG* gives rise to a microRNA *miR-205* and a Long Epithelial Alu-interacting Differentiation-related RNA (*LEADR)*. We and others described the role of *miR-205* in various cancer types, including prostate [31–33], cervical [34], head and neck [35] cancer and melanoma [36], yet the role of the host gene remains understudied. Our data show that *MIR205HG* decreases during bladder cancer progression which is in line with a previous report [37, 38]. Indeed, *miR-205*, a product of *MIR205HG* gene, was shown to inhibit epithelial-mesenchymal transition through direct repression of ZEB1, ZEB2 and E-cadherin [38, 39].

Our screening of known transcription factors identified p63 as the most co-expressed with *MIR205HG* gene. p63, a member of the p53 transcription factor family, is essential for epithelial development and skin homeostasis [40–44]. In cancer, p63 exhibits context-dependent roles, acting as a tumor suppressor or oncogene depending on the isoform expressed [45–47]. In particular, the ΔNp63 isoform is crucial in bladder cancer, where it promotes epithelial identity and proliferation, and its dysregulation is linked to tumor progression and subtype specification.

Several reports showed p63 binding at the enhancer region (enhancer 1) within *MIR205HG* gene [29, 38] in prostate and bladder cancer. By assessing publicly available ChIP seq data and performing ChIP-qPCR assays, we showed that p63 bound additional −13 kb and −17 kb putative enhancers which harbour strong p63 motifs. p63 is a known pioneer factor able to recruit the chromatin remodellers to its binding sites to open chromatin. Contrary to a previous report [38], we did not see any changes of histone acetylation at the enhancer 1 after p63 knock-down, however, enhancer 2 and enhancer 3 H3K27ac levels were markedly reduced in absence of p63. Furthermore, all three regions lost RNA Pol2 binding in p63-depleted cells. It is plausible that the enhancer regions interact and form a loop allowing recruitment of Pol2 and active transcription of the gene. Since we observed p63 biding across the *MIR205HG* locus in the ChIP seq data from other tissues, it is likely that p63/*LEADR* regulatory axis is common for all epithelial tissues.

While the function of miR-205 has been thoroughly described, the role of the ncRNA transcript *LEADR* remains poorly understood. *LEADR* has been shown to affect cell proliferation in various cancers [48, 49] however we did not see any changes in cell growth or cell cycle upon *LEADR* knock-down in our model.

Of note, ZEB1/2, the miR205 targets in bladder cancer, were not affected by *LEADR* loss. Indeed, it was demonstrated that *LEADR* exerts a distinct miR-205-independent role in human prostate. 

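*ZEB1* and *ZEB2*, which encode repressors of *CDH1*, were close to undetected in RT4 cells of either group. *ZEB1* had 0 counts in each Scramble library and 1, 0 and 2 counts in LEADR-KD 1, 2 and 3, and *ZEB2* had 1, 3 and 11 against 5, 5 and 1, so neither gene passed the filter on low genes. With no filter the adjusted p was 0.461 for *ZEB1* and 0.849 for *ZEB2* (edgeR). *CDH1*, which encodes e-cadherin, rose from a mean of 315 to 680 CPM (n = 3 each; log2 fold change 1.11, standard error 0.09, adjusted p = 1.28e-05 from edgeR). Of 22 tested genes reported as targets of miR-205, 5 rose, 3 fell and 14 did not pass (edgeR; 5 and 4 when adjusted over the list alone, and 3 to 6 and 3 to 5 over the alternatives). Those that rose included *CCNJ* (0.82), *RUNX2* (0.67), *PHLPP2* (0.62) and the laminin gene *LAMC1* (0.44). *NOTCH2* fell, as did the Mediator subunit gene *MED1* (-1.10) and the kinase gene *YES1* (-0.56). *NOTCH2*, *MED1* and *PHLPP2* hold 3′ UTR matches to the siRNA strand of Table S1. The list did not pass as a whole (camera, adjusted p = 0.537). Of 17 tested markers of mesenchymal transition, 1 rose, *TGFB1* (1.03), and 5 fell, among them the integrin gene *ITGA5* (-1.06), *TGFBI* (-1.06), the matrix metalloproteinase gene *MMP2* (-0.90) and *WNT5A* (-0.87), with 1 higher and 6 lower when adjusted over the list alone and 1 to 2 and 3 to 7 over the alternatives (camera, adjusted p = 0.340). *ITGA5*, whose 3′ UTR holds a 7-base match, did not pass without Scramble 2, Scramble 3, LEADR-KD 2 or LEADR-KD 3 (adjusted p = 0.0659 to 0.103), nor did *TGFBI* without Scramble 1, Scramble 2, LEADR-KD 2 or LEADR-KD 3 (0.0793 to 0.115).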

By interacting with chromatin, *LEADR* binds to Alu sequences of *IL33* [50] and interferon stimulated genes (ISGs) [29, 51]. In this study, we performed an RNA sequencing of RT4 cells silenced for *LEADR* and observed a similar increase in expression of interferon α and β pathway genes. 

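The interferon genes themselves were close to undetected. Of 21 genes for type I, II and III interferons, 0 passed the filter on low genes, and *IFNB1*, *IFNK* and *IFNL1* had 1, 1 and 3 counts over the 6 libraries together. With no filter these 3 genes were tested, and 0 were higher and 0 lower (adjusted p = 0.625 to 0.849 from edgeR). Among 17 genes for interferon receptors, JAK kinases and their inhibitors, 2 rose, the kinase gene *JAK2* (log2 fold change 0.90) and the inhibitor gene *SOCS3* (0.94), both at an adjusted p of 0.00740 from edgeR. *JAK2* went from 3.94 ± 0.392 to 7.39 ± 1.22 CPM (SD, n = 3). The receptor gene *IFNAR1* (-0.38) fell, and did not pass without LEADR-KD 2 (adjusted p = 0.0543). The 3′ UTRs of *IFNAR1* and *SOCS3* hold an 8-base and a 7-base match to the siRNA strand of Table S1. Adjusted over the list alone, 3 of the 17 genes were higher and 3 lower, over the alternatives 1 to 5 and 0 to 3, and the list did not stand apart from other genes (camera, adjusted p = 0.794). Of 19 tested NF-κB inflammatory targets, 1 rose, *BIRC3* (0.77), which did not pass without LEADR-KD 3 (adjusted p = 0.0551), and 0 fell, with the same counts when adjusted over the list alone and 0 to 5 and 0 to 3 over the alternatives (camera, adjusted p = 0.581, and 0.0493 without Scramble 3).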

In fact, two key transcription factors IRF7 and IRF9 were significantly up-regulated also at protein level in *LEADR*-depleted cells.

Our analyses also indicate that the loss of *LEADR* may be associated with replicative stress and DNA damage response (DDR) which can stimulate activation of interferon pathway [52]. However, the enrichment of the DDR across *LEADR*-repressed genes was not strongly significant and we did not see any changes in cell proliferation. Therefore, it is plausible that *LEADR* directly represses interferon stimulated genes via the mechanism described previously [51]. Nonetheless, further investigation is needed to determine whether the loss of *LEADR* in bladder cancer cells can induce replicative stress and DNA damage, for instance, by analysing levels of phosphorylated histone H2AX and key proteins involved in DDR.

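Genes of the ATR response to replication stress, the kinase pathway that senses stalled replication forks, rose in *LEADR*-depleted cells. Of 34 tested, 21 were higher, 0 were lower and 13 did not pass (edgeR, with the same counts when adjusted over the list alone, and 14 higher when counts were scaled by library totals only). The clamp loader gene *RFC3* went from 48.8 ± 4.34 to 76.2 ± 8.58 CPM (SD, n = 3; log2 fold change 0.64, adjusted p = 0.00125 from edgeR), and *TIPIN*, whose product protects stalled forks, from 19.7 ± 2.62 to 29.9 ± 0.525 CPM (0.60). The ATR and replication lists share members, *CDC6* and *RFC4* being among those that rose. The results of these lists are therefore not independent of each other. The list ranked high (camera, adjusted p = 1.85e-07; adjusted p = 0.206 with an estimated correlation). Of 32 targets of p53, the transcription factor that acts downstream of DNA damage, 2 rose and 5 fell, with the same counts when adjusted over the list alone, 1 to 3 higher and 1 to 10 lower over the alternatives, and 2 of 26 lower without the genes that hold a site for the siRNA (camera, adjusted p = 0.581). *PLK2* and the apoptosis gene *PMAIP1* rose by 0.95 and 0.82, and *C12orf5*, also known as *TIGAR*, and *BTG2* fell, at -1.11 and -0.46, as did the apoptosis gene *BBC3* (-1.33) and *SPATA18* (-1.07). *BBC3* did not pass without Scramble 2 (adjusted p = 0.0710) or Scramble 3 (0.0507), nor *SPATA18* without Scramble 1 (0.0946) or LEADR-KD 2 (0.0990). The 3′ UTRs of *C12orf5* and *SPATA18* hold a 7-base match to the siRNA strand of Table S1.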

Interferon signalling is multifaceted, exhibiting both anti-tumour and pro-tumour activities [53]. A recent paper has shown that low grade bladder cancer cell lines are sensitive to IFNα treatment which induces expression of interferon stimulated genes and promotes tumour cell death [54]. On contrary, high grade cell lines are resistant to IFNα due to a constitutive activation of ISGs. This observation aligns with our findings, as we detected elevated levels of IRF7 and IRF9 in the muscle-invasive T24 and TCCSUP cell lines, but not in the non-muscle-invasive RT4 or RT112 cells. It is plausible that *LEADR* acts as an inhibitor of interferon response by preventing pro-tumoral chronic activation of ISGs [55]. Loss of *LEADR* in muscle-invasive tumours may be in part responsible for uncontrolled activation of the pathway and therefore development of resistance to immunotherapy. Since interferon response is a key signalling of the anti-tumoral immunity, we assessed the correlation between *MIR205HG* expression and immune infiltrate. In support of our hypothesis, deconvolution analyses revealed that tumours with high *LEADR* expression were enriched in CD4 T cells. Overall, our findings indicate that the non-coding RNA *LEADR* suppresses interferon signalling, thereby preserving tumour cell sensitivity to interferon and enhancing the anti-tumour immune response in bladder cancer.

## Materials and Methods

### Cell lines

Established human bladder cancer cell lines were purchased from American Type Culture Collection or Cytion. RT4 cells (ATCC; HTB-2) and T24 (ATCC; HTB-4) were cultured in McCoy′s medium (Gibco), RT112 cells (CLS; 300324) were cultured in RPMI medium (Gibco), TCCSUP (ATCC; HTB-5) cells were grown in Minimum essential medium (Eagle), and SW780 cells (ATCC CRL-2169) were cultured in Leibovitz’s L-15 Medium (Invitrogen). All the media were supplemented with heat-inactivated 10% Fetal Bovine Serum (Invitrogen) and penicillin/streptomycin (100 µg/mL, Gibco). Cells were maintained at 37 °C and 5% CO_2_ humidified atmosphere. Cells were routinely checked for possible mycoplasma contamination through MycoAlert Mycoplasma Detection Kit (Lonza).

### RNA interference

For transfection experiments, cells were seeded at density of 150.000 cells per well in a 6 well plate 24 h prior transfection. Then the culture medium was removed, and cells were transfected with specific siRNAs for 48 h, using Optimem medium (Thermo Fisher Scientific) and Lipofectamine-RNAiMAX reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol. A control siRNA (scr, mission siRNA universal negative control #1 SIC001, Sigma) with no homology to any known human mRNA was used as a negative control. The siRNA used in the study are listed in the Supplementary Table S1.

### RNA isolation, reverse transcription and RT-qPCR

Total RNA was isolated from cells by using RNeasy Mini Kit (QIAGEN, Hilden, Germany) with DNase I digestion (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol. RNA yield and A260/280 ratio were monitored with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). cDNA was synthesized using SensiFast cDNA Syntesis Kit with oligo-dT and random hexamer primers (Bioline). Real-time PCR was performed using the PowerUp SYBR Green Master Mix (AppliedBiosystems), in an QuantStudio™ 5 Real-Time PCR System (Applied Biosystems) with an amplification programme as follows: one cycle of 95 °C for 20 s and 40 cycles of 95 °C for 3 s and 60 °C for 20 s. GAPDH was used as housekeeping gene for data normalization. Relative expression was calculated by using the 2^−ΔΔCt^ method. The primers used in the study are listed in the Supplementary Table S1.

### Immunoblotting analysis

For total protein extraction, cells were lysed in RIPA lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% NP40, 0.5% Na-deoxycholate, 0.1% SDS + protease and phosphatase inhibitors) for 10 min on ice and then centrifuged for 10 min to remove any debris. Proteins were denatured and negatively charged with Laemmli buffer and then boiled at 95 °C for 5 min. Proteins were loaded onto SDS-PAGE for separation and transferred onto polyvinylidendifluoride membranes. Membranes were blocked for 1 h in 5% milk and incubated overnight with shaking at +4 °C with primary antibodies: anti-p63 (Sant Cruz Cat# sc-25268, RRID:AB_628092, 1:500), anti-E-cadherin (Cell Signaling Cat#14472, RRID: AB2728770, 1:1000), anti-IRF7 (Cell Signaling Cat#13014, RRID:AB_2737060,1:1000), anti-IRF9 (Cell Signaling Cat#76684, RRID:AB_2799885,1:1000), anti-IFIT1 (Cell Signaling Cat#14769, RRID:AB_2783869,1:1000), anti-STAT1 (Cell Signaling Cat#14994, RRID:AB_2737027,1:1000), anti-GAPDH (Sigma-Aldrich Cat# G8795, RRID: AB1078991, 1:15000), and anti-β-actin (BioRad Cat#MCA5775GA, RRID:AB_2571580, 1:15000). After three washes with 1× PBS-Tween 20, membranes were incubated with the secondary antibodies conjugated to horseradish peroxidase (anti-mouse or anti-rabbit 1:10000) (Biorad Cat# 170-6515 RRID:AB_11125142 and Cat# 170-5047 RRID:AB_11125142) for 1 h at room temperature. Immunoreactivity was detected by immunodetection system (Alliance Q9 Advanced; Uvitec) with Luminol Reagent (Western Lightning Plus, Revity). The band intensity was measured using ImageJ software. The uncropped western blots are shown in the Supplementary Fig. S5.

### Immunofluorescence

Cells were grown in flat bottom 96 well PhenoPlates (Revvity) and then fixed in 10% formalin in 1X PBS for 10 min. Samples were washed twice for 5 min in 1X PBS. Cells were permeabilized in 0.25% Triton X-100 for 10 min. Five percent goat serum in PBS was used to block the samples for 1 h. Cells were incubated with primary antibodies diluted in 5% goat serum overnight at 4 °C. The wells were washed 3 times for 5 min in 1X PBS and DAPI (Sigma Cat# 11190301) and secondary antibodies were added to cells and incubated for 1 h. The plate was washed 3 times for 5 min in PBS. The samples were counterstained with 1 μg/mL DAPI (Sigma). The images were acquired on Operetta high content imaging system (Revvity) in confocal mode. The following antibodies were used: anti-p63 (Cell Signaling Cat# 39692S, RRID:AB_2799159, 1:200), anti-E-cadherin (Cell Signaling Cat#14472, RRID: AB2728770, 1:200), anti-mouse Alexa Fluor 647 (Invitrogen Cat #A-21235, RRID:AB_2535804), anti-rabbit Alexa Fluor 488 (Invitrogen Cat#A-11034, RRID:AB_2576217), phalloidin (Invitrogen Cat # A-12380).

### Chromatin immunoprecipitation (ChIP) analysis

To perform ChIP assay, cells were cross-linked with methanol-free 1% formaldehyde (ThermoFisher) for 10 min at room temperature. The formaldehyde was quenched by addition of freshly prepared 125 mM glycine (Sigma). After washing three times with PBS, cell pellet was resuspended in 0.5% SDS sonication Buffer (10 mM Tris pH8.0, 0.5% SDS, 2 mM EDTA) with protease inhibitor and incubated for 30 min on ice and fragmented (Covaris M220) by sonication. Size of the sheared chromatin was determined by agarose gel electrophoresis. Chromatin was diluted 1:10 in RIPA-LS buffer (Tris–HCl 10 mM pH8, NaCl 140 mM, EDTA 1 mM pH8, SDS 0.1%, Na Deoxycholate 0.1%) buffer. One percent of chromatin was preserved as input. The antibodies were added to the chromatin and placed in a shaker at 4 °C overnight. The following antibodies were used: anti-p63 (Cell Signalling Cat# 13109, RRID:AB_2637091), anti-H3K27ac (Abcam Cat# ab4729, RRID: AB_2118291), anti-Pol2 (ActiveMotif Cat# 39097, RRID:AB_2732926), mouse Gamma Globulins (31878) (Invitrogen Cat# 31878, RRID:AB_2532170). The day after, the Dynalbeads Protein G or Protein A (Invitrogen Cat# 10004D and 10001D) were added to the complex for immunoprecipitation for 2 h at 4 °C. The beads were washed twice in RIPA-LS buffer, twice in RIPA-HS buffer (Tris–Cl 10 mM pH8, EDTA 1 mM pH 8, Na-Cl 500 mM, Triton x-100 1%, SDS 0.1%, Na Deoxycholate 0.1%), twice in RIPA-LiCl buffer (Tris HCl 10 mM pH8, EDTA 1 mM, LiCl 250 mM, NP-40 0,5%, Na Deoxycholate 0.5%), and then in 10 mM Tris pH8.0. The immunoprecipitated chromatin was eluted in elution buffer (Tris-HCl pH8 10 mM, EDTA pH 8 5 mM, NaCl 300 mM, SDS 0.4%) with proteinase K for de-crosslinking and incubated at 55 °C for 1 h and then at 65 °C for 1 h. DNA was purified by QIAquick PCR purification kit (Qiagen), resuspended in nuclease free water and used for Real-Time PCR quantification (QuantStudio™ 5 Real-Time PCR System; Applied Biosystems). The genomic quantification was normalized to the input sample. The primers used in the study are listed in the Supplementary Table S1.

### RNA-FISH on cell lines

RNA-FISH was carried out as described in the protocol ViewRNA Tissue Fluorescence Assay (Invitrogen). Cells were fixed in 4% formaldehyde for 10 min and permeabilised in 70% ethanol for 1 h at 4 °C. RNA FISH probe was diluted in hybridization buffer 1:40, added to cells and then incubated for 2 h at 40 °C. Cells were washed twice for 10 min in Wash Buffer. RNA probes (diluted 1:25) were labelled with specific fluorophores (AlexaFluor-546 for *ACTB*; AlexaFluor-647 for *MIR205HG*) and incubated at 40 °C for 30 min. Finally, a counterstain was performed with 1 μg/mL DAPI (Sigma). Cells were washed two times with PBS and analysed on a high content imaging system Operetta (Revvity).

### Cell proliferation

Five thousand cells were seeded onto 96 well plates 48 h after knock-down and allowed to attach. The cell growth was assessed in an automated cell counter IncuCyte (Sartorius) using 10x objective and acquiring 5 fields per well every 4 h for 3 days. The proportion of the cells in S phase was estimated by fluorescence-based Click-it EdU incorporation assay (ThermoFisher) with AlexaFluor488 azide. The cells were incubated with 10 μM EdU for 1 h and then stained as per manufacturer’s protocol. The images were taken on the high content imaging system Operetta and quantified using Harmony software (Revvity).

### RNA-sequencing and analysis

Total RNA was isolated as described before. The amount and integrity of the extracted RNA were assessed by Agilent TapeStation instrument (Agilent Technologies, CA). RNA sequencing was performed in paired-end mode with a read length of 150nt using the Illumina NovaSeq 6000 (Illumina, CA) in paired-end mode (2 × 100 bp) with a coverage of 100 M reads. Reads were mapped onto a reference genome (human genome build hg19). The abundance of the transcripts was quantified using the Salmon algorithm. The differential gene expression was analysed with DESeq2 package [56]. The reproducibility of biological replicates was assessed by Principal component analysis (PCA). Differentially expressed genes are shown in Supplementary Table S2.

### Bioinformatic analyses

Cell line transcriptome data and TCGA data were downloaded from UCSC Xena Browser [57]and analysed using DESeq2 [56] and ggplot2 packages. The proportion of infiltrating cells were obtained from TIMER 2.0 [58]. Pathway enrichment was performed using fgsea package [59] and Reactome library. The list of known human TFs was downloaded from The Human Transcription Factors database. Volcano plots and correlation density plots were generated using ggplot2 package. Published ChIP seq data on H3K27ac were obtained from GSE213533 [60], while p63 ChIP seq data from ReMAP [61]. ChIP-seq signal tracks and peaks were visualised in UCSC Genome Browser. PCA plot was generated within DESeq2 package, while heatmaps were generated with pHeatmap package.

### Statistical analyses

All the statistical analyses were performed in GraphPad Prism 10. For the RT-qPCR and densitometry analyses, the significance of the differences between the groups were determined by the Student’s *t*-test or one-way ANOVA without adjustments. For the differential gene expression analysis, adjusted P values were calculated using DEseq2 package in R.

## Supplementary information

Supplementary Figures

Supplementary Table S1

Supplementary Table S2

## Data Availability

The RNA seq data have been deposited to NCBI GEO (accession: GSE293534).

# Supplementary material for: LEADR, a p63 target, dampens interferon signalling in bladder cancer
**Source:** Cell Death Discov. 2025 Jun 3;11:264. doi: 10.1038/s41420-025-02546-1
**Supplement:** Supplementary file 1 — Supplementary Figures

**Barnaba et al.**

## **Supplementary Figures**

# Supplementary Figure 1

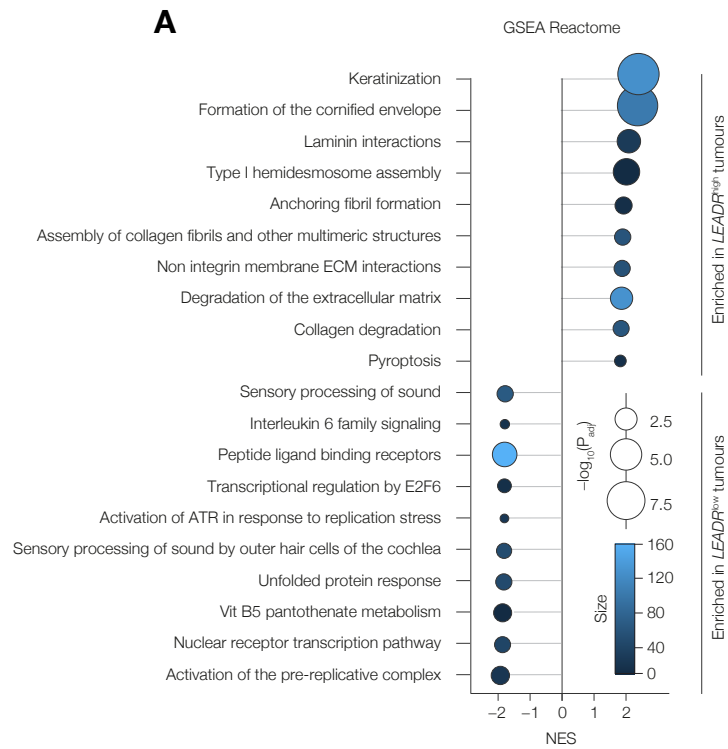

## Supplementary Figure 2

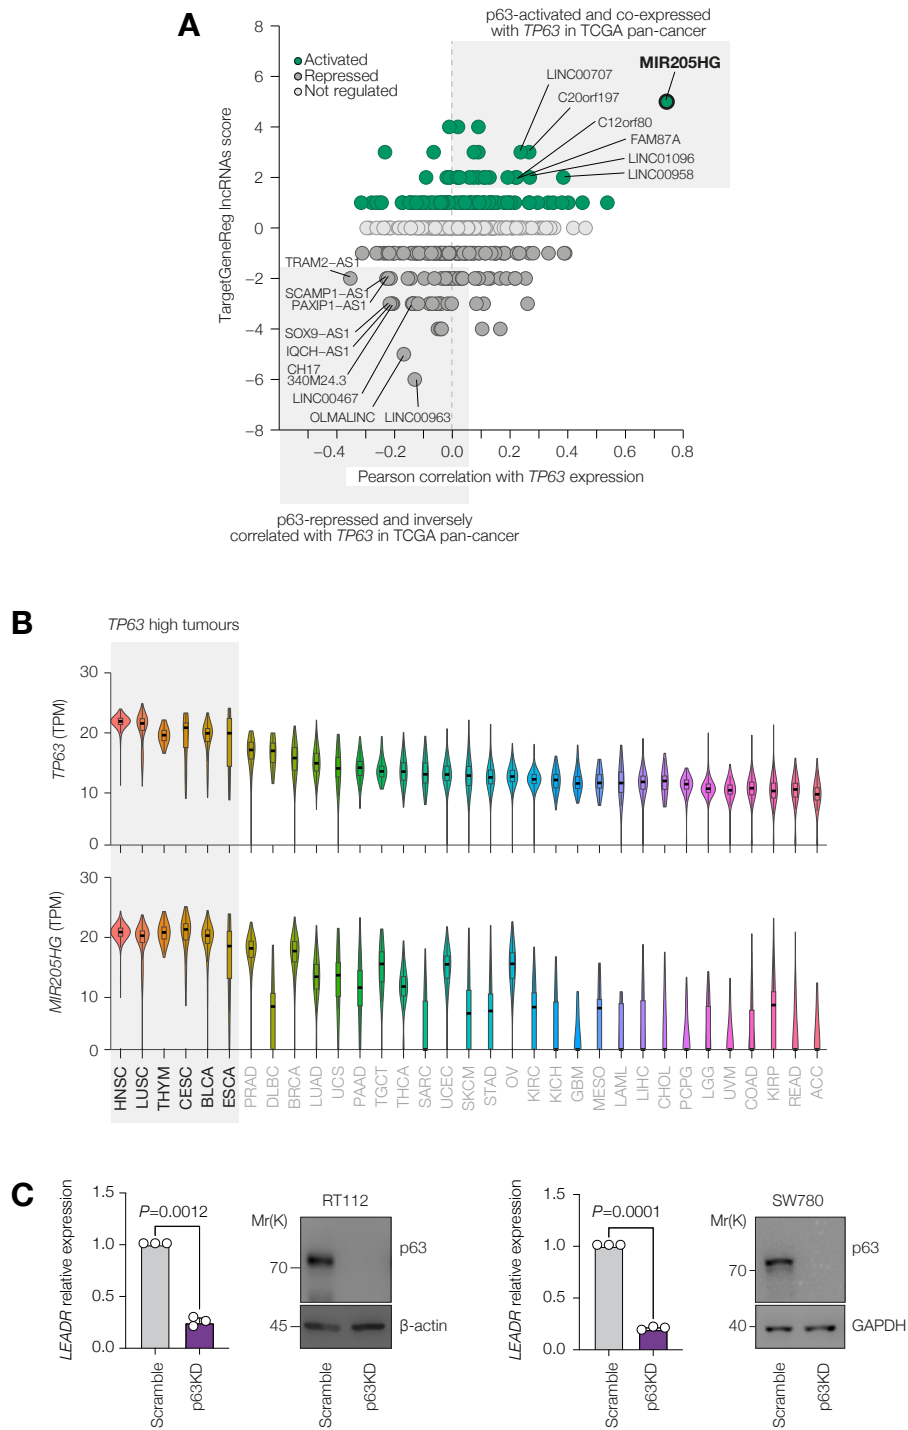

## Supplementary Figure 3

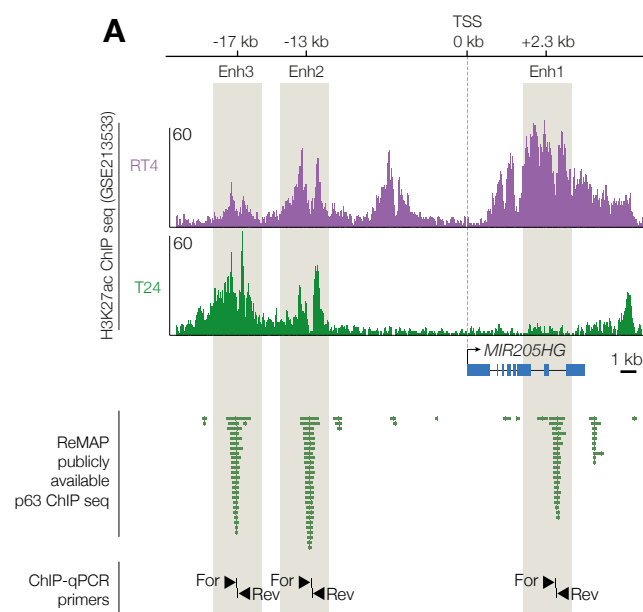

# Supplementary Figure 4

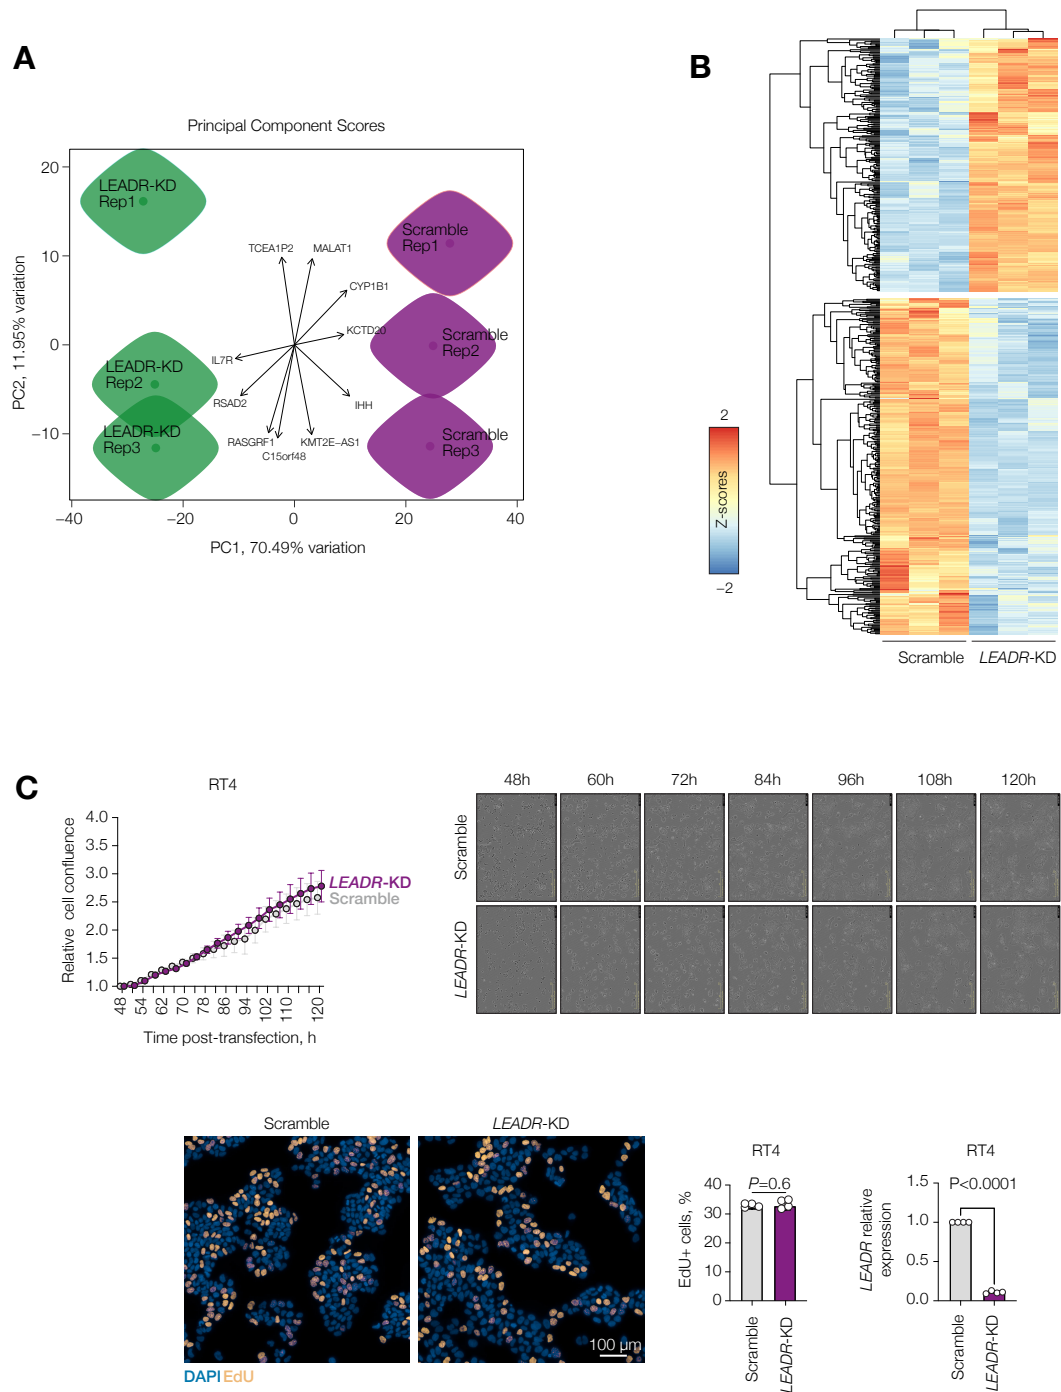

# Supplementary Figure 5

Uncropped versions of western blots

Spectra Multicolor  
Broad Range  
Protein Ladder  
(ThermoFisher)

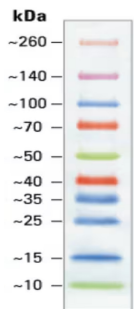

Figure 1A

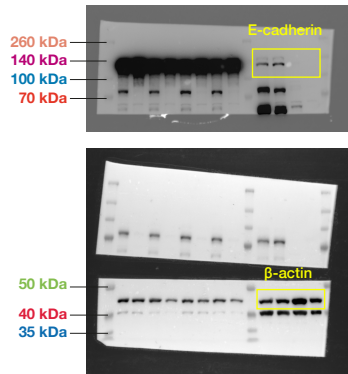

Figure 2C

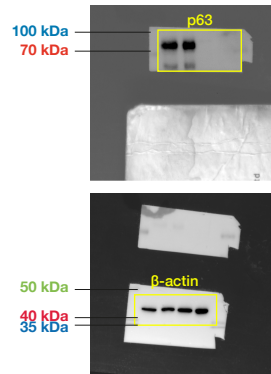

Figure 2F

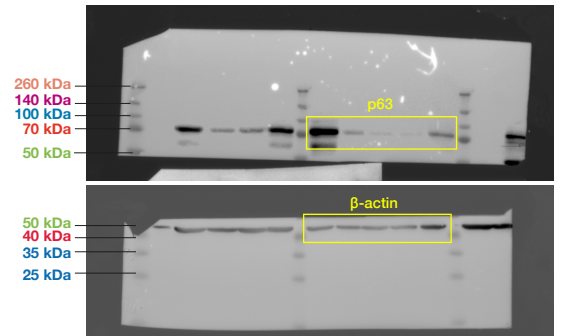

Figure S2C

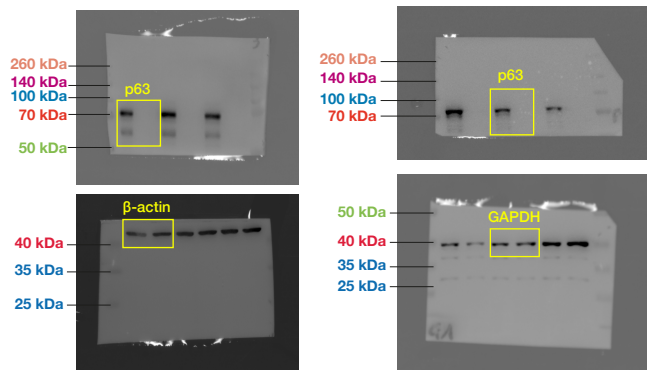

Figure 3C

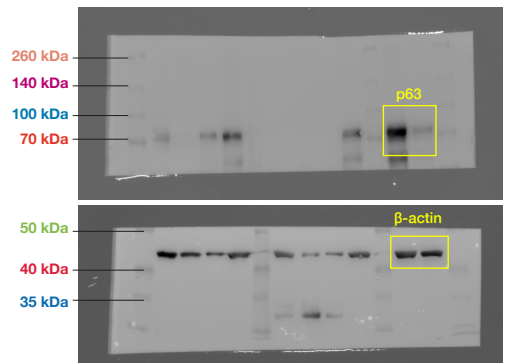

Figure 4E

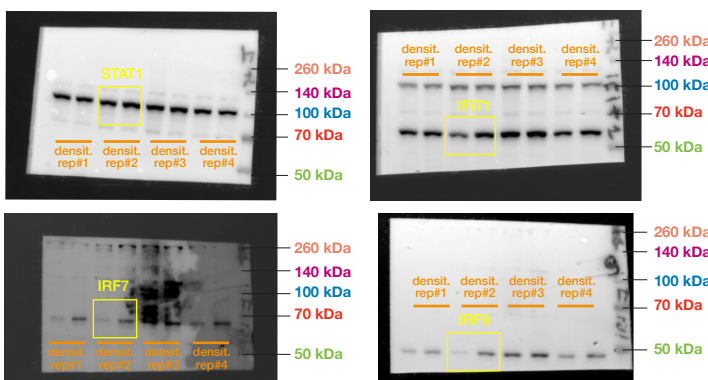

Figure 4F

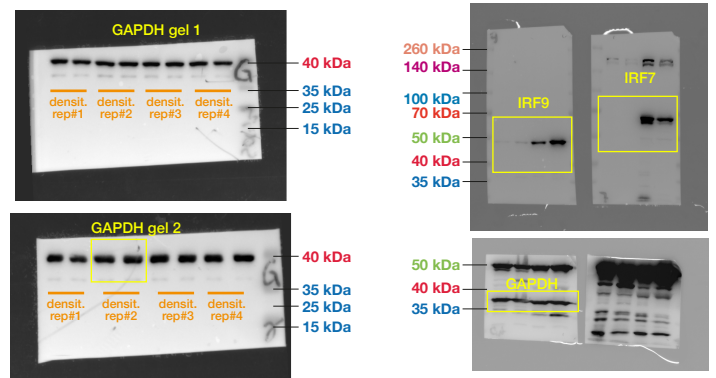

## Supplementary Figure Legends

### Supplementary Figure S1

(A) GSEA Reactome pathway enrichment of genes differentially expressed in *MIR205HG*-high vs *MIR205HG*-low TCGA BLCA tumours.

### Supplementary Figure S2

(A) Dot plot showing distribution of ncRNAs based on their co-expression with *TP63* in TCGA Pan-cancer (Pearson correlation) and p63 target score from TargetGeneReg platform.

(B) Violin plots showing expression of *TP63* and *MIR205HG* in TCGA samples by cancer type.

(C) RT-qPCR analysis of *LEADR* expression in RT112 and SW780 cells knocked-down for p63 using distinct a pan-p63 siRNA.  $n=3$  (biological replicates).  $P$  by unpaired Student's  $t$ -test. Western blot on the right confirms an efficient knock-down of p63.  $\beta$ -actin or GAPDH as loading control.

### Supplementary Figure S3

(A) UCSC genome browser screenshot from Figure 3A showing p63 occupancy peaks identified in distinct publicly available ChIP seq experiments from ReMAP.

### Supplementary Figure S4

(A) PCA plots showing distribution of samples used for the RNA seq.

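The plot in Supplementary Fig. S4A places each library by its overall expression. On the 500 genes of highest variance in variance-stabilised counts (DESeq2, blind to the groups), the first principal component held 77.4% of the variance and parted the groups, with scores of -11.1, -12.7 and -10.7 for Scramble 1, 2 and 3 and 11.1, 11.6 and 11.7 for LEADR-KD 1, 2 and 3. The next component held 13.2% and fell from library 1 to library 3 in both groups, at 5.95, 0.528 and -6.80 in Scramble 1, 2 and 3 and 5.67, -0.799 and -4.55 in LEADR-KD 1, 2 and 3. No pair of libraries of a group differed by as little as sampling noise, the chi-square per degree of freedom of their counts being 8.18 to 80.8.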

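Among the modulated genes, the median size of the change was 1.28 on the log2 scale for the genes called higher and 1.31 for those called lower. Of the genes called higher 215 are protein-coding and 3 are lincRNA genes, and of those called lower 303 are protein-coding and 19 are lincRNA genes. A Z-score shows a gene's distance from its own mean in standard deviations and not its level, and 64 of the called genes had a mean under 1 CPM. Other genes that the paper names or labels did not pass edgeR's test, among them *TP63* (log2 fold change -0.20, adjusted p = 0.0797), *UCA1* (adjusted p = 0.404), *SNHG15* (0.725), *MALAT1* (0.0950), *RASGRF1* (0.0964), *C15orf48* (0.103), *TCEA1P2* (0.193), *KMT2E-AS1* (0.303) and the reference genes *ACTB* (0.404) and *GAPDH* (0.218). Some of these passed under other settings. With the replicate number as a block *TP63* (0.0292), *GAPDH* (0.0393), *MALAT1* (3.25e-04), *RASGRF1* (0.0150) and *C15orf48* (0.0441) did, and with no filter on low genes *MALAT1* (1.54e-23), *RASGRF1* (0.0141), *C15orf48* (0.0357) and *TCEA1P2* (2.43e-08). With no filter a p value can shrink without a larger change. *MIR205HG* was at -1.46 there (adjusted p = 3.30e-17 from edgeR), against -1.47 in the main fit (0.00180). Calls gained with no filter, for any gene or list in the text, therefore carry less weight. The cause was not tested. *TP63* passed with the stricter filter (0.0461), *MALAT1* without Scramble 2 (0.0447) or Scramble 3 (0.0304), *RASGRF1* and *C15orf48* without LEADR-KD 1 (0.0401 and 0.0131) or without both libraries numbered 1 (0.0303 and 0.0229), and *TCEA1P2* without LEADR-KD 3 (0.0406). *H19* had 18 counts over the 6 libraries and was not tested.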

(B) Heatmap showing Z-scores of the modulated genes in the RNA seq.

(C) (Top) Growth curves and (Bottom) % of EdU positive cells in RT4 cells transfected with either scramble or *LEADR* siRNAs. Representative brightfield or fluorescence images are shown. RT-qPCR on the right confirms an efficient knock-down.  $n=4$  (biological replicates).  $P$  by Student's  $t$ -test.

### Supplementary Figure S5

Uncropped western blots.

How the deposited data were processed for this re-analysis (not part of the article)

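Poly(A) RNA of RT4 cells transfected for 48 h with a scramble siRNA or with the *LEADR* siRNA was measured in 3 libraries per group. Each library was assigned to its group and replicate from the submitters' labels, and all 6 were used. The authors deposited 3 tables. The first holds raw counts per gene, for which the submitters' processing notes name HISAT2 2.0.5 and featureCounts 1.5.0-p3 on hg19, while the methods of the paper name Salmon. The strand setting of the counting is not given in the sources used here, so reads of a gene and of an overlapping antisense gene may not have been told apart. The second holds FPKM values, which the authors made by dividing each count by the gene's length and by 1 constant per library. The third holds the log2 fold change, the p-value and the adjusted p-value of the authors' own comparison by DESeq2 (version 1.20.0 in the processing notes), for the genes past their thresholds only. Table S2 of the paper was held only in its first part, out of 8034 rows, so no overlap with it was tested, and the values in that part were seen before the comparisons were chosen.

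All counts are those deposited; reads were not processed again. The totals per library ranged from 15706033 to 18960822. Library sizes were scaled by TMM and genes were kept by filterByExpr of edgeR 4.0.16 (a minimum count of 10), so that of the 57905 genes 25957 had any count and 14178 were left. LEADR-KD was compared with Scramble by edgeR's quasi-likelihood test in R 4.3.3, with no covariate, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1. In the text a gene or a list member is said to rise or fall at an adjusted p under 0.05 alone. CPM values are scaled by TMM and given as mean ± SD. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic, since this test gives none of its own. The biological coefficient of variation was 12.6%. Tested on simulated counts of 13914 genes with the means and library sizes of these libraries, the same steps recovered, at an adjusted p under 0.05 and with the right sign but no threshold on the fold, 54% of genes changed by a fold of 1.5, 88% by 2, 98% by 4 and 98% by 8, with 10 calls among unchanged genes. Each share is of 50 simulated genes. The shares are not split by expression level, so they do not give the power for low genes.

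The list tests used camera of limma 3.58.1 with a preset correlation of 0.01, two-sided. The lists were fixed before the data were examined and written from general knowledge, since the Reactome sets that the paper used are not used here. The interferon, repair and replication stress lists follow pathways that the paper reports from these same libraries. Their tests are therefore not independent of the paper's result. Of 28 lists, 25 had the 3 tested members that the test needs, and p values were adjusted over these 25. The lists were interferon-stimulated genes, STAT and IRF factors, interferon receptors and JAK kinases, interferon genes, nucleic acid sensors, MHC class I presentation, NF-κB targets, homology directed repair, the pre-replicative complex and strand elongation, the ATR response, mitosis, phase I, phase II, arachidonic acid, cholesterol, hedgehog, Notch, luminal, basal, mesenchymal, junction, unfolded protein, p53 and miR-205 target lists, markers of fibroblasts, leukocytes and endothelium, and histone genes. Each was also tested with a correlation estimated from the data and by fgsea 1.28.0. The estimates were 0.706 for the interferon-stimulated genes, 0.478 for MHC class I, 0.307 for the sensors, 0.143 for mitosis, 0.0964 for the ATR response, 0.0635 for the pre-replicative complex, 0.0331 for phase II, 0.0132 for phase I, -0.00523 for homology directed repair and -0.0331 for arachidonic acid. With an estimate camera also takes the few residual degrees of freedom of the 6 libraries, so a lost call need not come from a higher correlation. The median and the mean log2 fold change of the members had opposite signs in the receptor and JAK, NF-κB, Notch, luminal and miR-205 target lists, none of which passed, and both were negative in the fibroblast list, whose test ranked it upwards and did not pass.

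Genes are named in the text by a rule set before the data were examined. It takes every gene the paper names or labels in Fig. 4A or Fig. S4A; in each direction the 10 genes with the largest change among those called, with a mean of at least 1 CPM and no overlap between the groups; in each direction the 5 genes with the smallest adjusted p; and for each list, in each direction, up to 4 members with an adjusted p under 0.05 and the largest change. A few genes that the rule takes are not reported here. *SERTAD4* was named as 1 of the neighbours of *MIR205HG*.

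The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, size factors or library totals in place of TMM, no filter on low genes or a stricter one (a mean count of 50), the replicate number as a block, each library left out in turn, a test against a fold of 2, protein-coding genes only, an unadjusted p, no fold threshold, and limma on log2(FPKM + 1) or log2(FPKM + 0.1), for genes with a mean FPKM of at least 1 or for all. For the matches to the siRNA they were 8-base matches of the complementary strand and matches anywhere in the transcript. Alternatives chosen after seeing the data left out both libraries numbered 1, or all genes with a 7-base match to the siRNA, or counted only 8-base matches for the listed strand and for miR-205-5p, and the match of the listed sequence without its leading AA was also chosen then. A range of list members over the alternatives covers the settings that change the libraries, the scaling, the genes kept or the model, but not the setting without genes that hold a match, which tests fewer members, nor the other thresholds (a fold of 2, an unadjusted p, no fold threshold).

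For the matches to the siRNA, the 3′ UTR of 1 annotated transcript per gene (the one marked as canonical, or else the one with the longest 3′ UTR) was read from GRCh37 with the GENCODE annotation mapped to it. Genes with a 3′ UTR of at least 30 bases among those tested numbered 12064. For each of the 16335 sequences of 7 bases found in at least 30 genes, the median log2 fold change of genes with it minus that of genes without it was taken, and the siRNA's matches were ranked among them. Shares were compared by Fisher's exact test, two-sided. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.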

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

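The tests of base composition, of 3′ UTR length, of the separate site types and of the listed sequence without its leading AA were chosen after the result was seen, as were the settings without both libraries numbered 1, without genes that hold a site, and with only 8-base sites for the listed strand and for miR-205-5p.

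A signal that the paper does not report lies in the 3′ UTRs of the genes that fell. Genes with ACCCAGT, the match to bases 2 to 8 of the siRNA strand listed in Table S1, differed in median log2 fold change by -0.13 from genes without it (1428 of 12064 genes), and only 0.104% of all 7-base sequences were as low. That strand has the sequence of *LEADR* itself, so it is the strand that would not pair with *LEADR*. Table S1 does not say whether it lists a strand or a target of AA and 19 bases. In the latter case the strand would start at base 3 of the listed sequence and its match to bases 2 to 8 would be GCACCCA, while that of the complementary strand would stay the same. Genes with GCACCCA were low too, by a smaller shift (-0.0608, with 2.57% of 7-base sequences as low, and -0.0579 with 0.244% over whole transcripts), but 41 of the 296 genes called lower that have a 3′ UTR hold it (13.85% against 11.45% of all genes, Fisher's exact test, p = 0.195), and 26.4% of 8-base sequences were as low as GCACCCAA. The share of genes called lower was 10.9% of the 294 genes with ACCCAGTA, 6.17% of the 1134 with ACCCAGT without that A, 6.39% of the 720 with CCCAGTA alone, 2.07% of the 2462 with the match to bases 2 to 7 alone and 1.30% of the 7454 with none. Of the 296 genes called lower that have a 3′ UTR, 148 hold ACCCAGT or CCCAGTA, where 52.7 would be expected from the share of all genes (odds ratio 4.88, Fisher's exact test, p = 1.59e-37), against 30 of the 217 called higher (13.8% against 17.8% of all genes, Fisher's exact test, p = 0.128). *KCTD20* holds ACCCAGT in its last exon, at chromosome 6 from 36457794 to 36457800 of GRCh37, *FKBP8* holds it at chromosome 19 from 18642761 to 18642767, and *NOTCH2* holds 3 such sites.

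The tables argue against base composition and UTR length as the source. Of 420 sequences made of the same bases, 0.476% were as low, which are ACCCAGT and CCCAGTA themselves, and none of 10000 draws of genes matched on UTR length was as low (permutation p = 0.0001, the smallest the draws can give). The 7-base sites of the complementary strand, which is the strand that pairs with *LEADR*, showed no such shift. Of all 7-base sequences, 68.2% were at least as low as ATATAGG (shift 0.0171). For 8-base sites the direction turned: ATATAGGA was at -0.0359, with 15.1% of 8-base sequences as low. The 8-base site of the listed strand, ACCCAGTA, was at -0.239, with 0.00984% as low. A candidate explanation is therefore that the strand of the siRNA with the sequence of *LEADR* acted on part of these genes in the way a microRNA does. At which base it starts is not settled by Table S1. This explanation leaves open the 148 of these 296 genes without such a site, those of all 366 genes called lower that had no 3′ UTR to search, and a contribution of the loss of *LEADR* to any of them, because a single siRNA against *LEADR* was sequenced.

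Whether the interferon-stimulated genes rose through the loss of *LEADR*, through the genes that the listed strand may have lowered, or through sensing of the siRNA by the cells was not tested and stays open. Relief from miR-205-5p, the microRNA made from the same locus, was weighed by its site ATGAAGG. At least as high as that site lay 26.1% of 7-base sequences in 3′ UTRs (shift 0.0216), 8.997% over whole transcripts (0.0415) and 51.0% of 8-base sequences for ATGAAGGA (0.0021), while 43 of the 217 genes called higher that have a 3′ UTR hold ATGAAGG (19.8% against 13.3% of all genes, Fisher's exact test, p = 0.00627). The split of the 6 libraries by siRNA called 598 genes, and the highest of the other splits into 3 and 3 called 0; the 10 splits, of which 1 reached the real count, are too few for a share under 0.05.

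Lists of genes that the paper does not name among its enriched pathways also passed the camera test. The sensor list below overlaps the interferon-stimulated list, *OAS2* being in both, so its call is not independent of that list's. Of 24 nucleic acid sensors and adaptors 9 rose, among them *AIM2* (1.78), *DDX58* (0.98), *IFIH1* (0.93) and *SAMHD1* (0.90), and *OAS2* fell, *SAMHD1* having a 7-base site (10 and 2 when adjusted over the list alone, and 2 to 13 and 0 to 3 over the alternatives; camera, adjusted p = 0.0107, 0.0673 without Scramble 2, and 0.633 with an estimated correlation). In MHC class I antigen presentation 7 of 21 genes rose, among them *HLA-B* (1.14), *HLA-C* (0.75), the proteasome subunit gene *PSMB9* (0.67) and the chaperone gene *CANX* (0.45), and 0 fell (9 and 0 over the list alone; 2 higher without Scramble 2, 3 with library totals, 4 without LEADR-KD 3, 13 with the replicate block or with no filter and 2 by limma on log2(FPKM + 1) without a filter; camera, adjusted p = 0.00805, 0.0599 without LEADR-KD 3, and 0.633 with an estimated correlation); HLA genes are near-identical copies that can share reads. *PSMB9* did not pass without Scramble 1, Scramble 2, LEADR-KD 2 or LEADR-KD 3 (adjusted p = 0.0692 to 0.119), nor *CANX* without Scramble 2 (0.0573) or Scramble 3 (0.0516). The paper reports no significant change in growth curves or EdU incorporation in *LEADR*-depleted cells. In the mitosis and proliferation list 12 of 34 genes rose, among them *KIF11* (0.94), *CCNE2* (0.75), *RRM2* (0.67) and *TYMS* (0.54), and 1 fell, the transcription factor gene *FOXM1* (-0.86), *RRM2* having a 7-base site (16 and 2 over the list alone, and 6 to 17 and 1 to 3 over the alternatives, the 6 with library totals; camera, adjusted p = 0.0107, 0.0560 without LEADR-KD 3, and 0.633 with an estimated correlation).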

How the results depend on the processing

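The setting without both libraries numbered 1, which have over 10% of their counts from mitochondrial genes, the setting without genes that hold an siRNA site and the count of 8-base sites for the listed strand and for miR-205-5p were chosen after seeing the data. Counts of genes called higher and lower (232 and 366) moved most with the threshold and with limma on FPKM, which changed the test, the unit and the filter together: 31 and 42 when tested against a fold of 2, 92 and 110 by limma on log2(FPKM + 1), 82 and 103 by the same without a filter, 159 and 209 by limma on log2(FPKM + 0.1), and 1736 and 1719 with no fold threshold. Without genes that hold an siRNA site 193 and 227 were called, from fewer genes tested. Other settings stayed within 1.5 times: 235 and 317 by DESeq2, 238 and 357 with size factors, 195 and 392 with library totals, 287 and 402 with no filter, 173 and 249 with the stricter filter, 213 and 322 for protein-coding genes, 273 and 462 at an unadjusted p, 223 and 347 without both libraries numbered 1, and 215 to 256 and 302 to 362 when each library was left out in turn. The replicate numbers were not taken as pairs, since the labels state no pairing and the deviations of the same-numbered libraries correlated at 0.228, 0.000580 and 0.266, not all of them above 0.1. An effect shared by libraries of the same number is not excluded, because the second principal component and the share of mitochondrial counts both fell from library 1 to library 3 in each group; with the replicate block 259 and 386 genes were called. LEADR-KD 2 correlated best with Scramble 3 (0.0755), and Scramble 2 with LEADR-KD 1 (0.0332), so not every sample correlated best with its own number.

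The fall of *MIR205HG* was -1.16 by limma on log2(FPKM + 1) without a filter (adjusted p = 0.0507) and ranged from -1.82 to -1.22 with 1 library left out. With an estimated correlation, adjusted p rose to 0.633 for the interferon-stimulated genes, 0.117 for homology directed repair, the pre-replicative complex and phase I, and 0.206 for the ATR response, and 0 of the other lists passed, against 5 with the preset correlation and 3 with the stricter filter. When 1 library was left out, adjusted p ranged from 2.43e-30 to 3.38e-09 for the interferon-stimulated genes, 0.0279 to 0.328 for STAT and IRF factors, 2.74e-04 to 7.83e-04 for homology directed repair, 8.35e-11 to 1.75e-09 for the pre-replicative complex, 9.17e-08 to 1.84e-06 for the ATR response and 1.11e-05 to 3.23e-04 for phase I, and 3 to 7 other lists and 2 to 3 neighbours of *MIR205HG* passed. The shift for the listed siRNA strand was -0.239 for 8-base sites and -0.119 for sites anywhere in the transcript. That of the complementary strand, 0.0171, was -0.0359 for 8-base sites. Of the genes named in the text 139 had an adjusted p under 0.05, of which 90 kept it under all alternatives run on them, 49 lost it in at least 1 and 0 changed sign. By limma on log2(FPKM + 1) without a filter 44 lost it, 22 of them only there. A fit with a library left out has less power, so a call lost in such a fit need not mean a smaller change. *SNHG15*, which did not pass, was at 0.09, and at -0.0302 without Scramble 2 within a range of -0.0302 to 0.225 with 1 library left out, and *TCEA1P2*, at 1.23, was at -0.23 without LEADR-KD 1, at -0.23 to 1.71 with 1 library left out and at -0.31 without both libraries numbered 1. The causes of these moves were not tested. Genes of a few counts, such as *ZEB1*, were left out by the main filter.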

Differences from the paper's values

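The level of *LEADR* in knocked-down cells, relative to scramble, is about 0.1 by RT-qPCR in Fig. S4C of the paper, read by eye, and *MIR205HG* had 0.360 of its scramble level in the sequencing counts. RT-qPCR and counts over the whole gene are different measures. None of the alternatives set before the data were examined brought the ratio of counts within 1.5 times the value of the paper; it was 0.362 with DESeq2, 0.361 with size factors, 0.353 with library totals, 0.363 with no filter, 0.356 with the stricter filter, 0.360 with the replicate block, 0.449 and 0.366 by limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 0.283 to 0.431 with 1 library left out.

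The paper names IRF7 and IRF9 among the factors raised in *LEADR*-depleted cells, and states that they rose at the protein level too. In the counts *IRF7* was at a log2 fold change of 0.88 (adjusted p = 0.0902 from edgeR, 0.0736 from DESeq2) and *IRF9* at 0.48 (adjusted p = 0.491 from edgeR, 0.488 from DESeq2), so both were on the side the paper gives and neither passed. Table S2 of the paper gives them adjusted p values of 0.0723 and 0.484, so the RNA values of the paper do not pass at 0.05 either. *IRF7* passed with no filter on low genes (0.0119), with the replicate block (0.0339), without Scramble 3 (0.0279) and without LEADR-KD 1 (0.0320), over a range of 0.0119 to 0.314 for all alternatives, and *IRF9* passed in none of those run, at 0.126 to 0.977. The IFIT genes, which the paper also names, passed with the sign it gives.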

Other observations

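Epithelial genes changed in both directions in *LEADR*-depleted cells. Of 31 luminal urothelial markers 6 rose, among them the uroplakin gene *UPK1B* (log2 fold change 0.76), *FBP1* (0.44), the fatty acid binding protein gene *FABP4* (0.43) and the keratin gene *KRT18* (0.39), and 7 fell, among them *SNX31* (-0.92), *TMPRSS2* (-0.75), the prostaglandin dehydrogenase gene *HPGD* (-0.72) and the growth factor receptor gene *FGFR3* (-0.65), the latter pair with a 7-base site for the siRNA strand of Table S1, with 7 and 10 when adjusted over the list alone and 2 to 7 and 3 to 11 over the alternatives (camera, adjusted p = 0.581). *FABP4* did not pass without Scramble 2, Scramble 3 or LEADR-KD 1 (adjusted p = 0.0615 to 0.0714), nor *KRT18* without these or LEADR-KD 3 (0.0720 to 0.105). Of 23 basal and squamous markers 4 rose, *SPRR3* (1.19), the laminin gene *LAMB3* (0.86), the keratin gene *KRT17* (0.56) and *CD44* (0.45), and 3 fell, the keratin gene *KRT16* (-1.31), the growth factor receptor gene *EGFR* (-0.33) and the collagen gene *COL17A1* (-0.33), with 4 and 4 over the list alone and 3 to 6 and 0 to 5 over the alternatives (camera, adjusted p = 0.380). None of these 3 falls passed with every library left out in turn, although all stayed negative. *KRT16* did not pass without any 1 of the 6 except LEADR-KD 1 (adjusted p = 0.0503 to 0.0940), while its log2 fold change stayed at -1.35 to -1.18. *EGFR* did not pass without Scramble 1, LEADR-KD 2 or LEADR-KD 3 (0.0732 to 0.106), nor *COL17A1* without Scramble 2, LEADR-KD 1 or LEADR-KD 2 (0.0661 to 0.104). Among 31 junction genes 4 rose, *CDH1*, *RAB25* (0.56), the plakophilin gene *PKP3* (0.46, with a 7-base site) and the desmoplakin gene *DSP* (0.37), and 3 fell, *CDS1* (-0.88), the claudin gene *CLDN1* (-0.66) and the splicing factor gene *ESRP2* (-0.41), with the same counts over the list alone and 3 to 5 and 3 to 6 over the alternatives (camera, adjusted p = 0.548). *DSP* did not pass without Scramble 2, Scramble 3, LEADR-KD 1 or LEADR-KD 2 (adjusted p = 0.0958 to 0.136). *IL33*, an alarmin gene that the paper discusses from earlier work, rose from 4.25 ± 1.75 to 9.77 ± 0.873 CPM (SD, n = 3; adjusted p = 0.00561 from edgeR).

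In the Notch pathway 8 of 28 genes rose, among them *HES4* (1.23), the γ-secretase subunit gene *APH1B* (1.06), *NRARP* (0.99) and *DTX3L* (0.73), and 5 fell, among them *NOTCH2*, *NOTCH1* (-0.82) and the coactivator genes *MAML3* (-0.67) and *MAML1* (-0.47), with the same counts over the list alone and 3 to 8 and 4 to 7 over the alternatives (camera, adjusted p = 0.581). *NRARP* did not pass without Scramble 1, Scramble 3, LEADR-KD 1 or LEADR-KD 2 (adjusted p = 0.0537 to 0.0864). Of 32 genes of the unfolded protein response 6 rose, among them *ASNS* (0.83), *DNAJC3* (0.63), *EDEM1* (0.55) and *DDIT4* (0.42), and 1 fell, *SEL1L* (-0.57, with a 7-base site), with 7 and 1 over the list alone and 2 to 11 and 1 to 2 over the alternatives (camera, adjusted p = 0.146). *EDEM1* did not pass without LEADR-KD 2 (adjusted p = 0.0698) or LEADR-KD 3 (0.0574), nor *DDIT4* without Scramble 1, Scramble 2, LEADR-KD 1 or LEADR-KD 3 (0.0638 to 0.155). This list passed without Scramble 3 (0.0355), without LEADR-KD 1 (0.0235) and with no filter on low genes (0.0288), over a range of 0.0235 to 0.714 for all alternatives run on it.

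Markers of other cell types were mostly untestable. In the fibroblast list 3 of 13 markers had enough counts, of which *FBLN1* rose (log2 fold change 0.38, at 1508 and 1966 CPM in the groups; adjusted p = 0.0277 from edgeR) and 0 fell (1 and 1 over the list alone, and 0 to 1 and 0 to 1 over the alternatives; camera, adjusted p = 0.987); *FBLN1* did not pass without Scramble 2 (0.0509), Scramble 3 (0.0966), LEADR-KD 1 (0.0567) or LEADR-KD 2 (0.0812). In the leukocyte list 1 of 20 markers was tested and did not pass, and *PTPRC* had 4 counts over all libraries. In the endothelial list 2 markers were tested and *VWF* fell, from 8.28 ± 1.67 to 3.71 ± 1.02 CPM (over the list alone, 0 higher and 1 lower, and over the alternatives 0 to 1 lower). Of 12 histone genes tested, 1 fell, *HIST1H2AC* (-1.06), and 0 rose, with the same counts over the list alone and 1 to 3 lower over the alternatives (camera, adjusted p = 0.139, and 0.0358 without Scramble 1 and 0.0284 without both libraries numbered 1).

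Of the 8 tested genes within 1 Mb of *MIR205HG*, 3 passed, and 0 of them at a fold of 2 as well. Among these were *LAMB3*, 182032 bp away (adjusted p = 4.85e-05 from edgeR), and *SERTAD4*, 799961 bp away, at 0.73 (adjusted p = 0.0104).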
